# Probing the changes in gene expression due to α-crystallin mutations in mouse models of hereditary human cataract

**DOI:** 10.1371/journal.pone.0190817

**Published:** 2018-01-16

**Authors:** Usha P. Andley, Eric Tycksen, Brittney N. McGlasson-Naumann, Paul D. Hamilton

## Abstract

The mammalian eye lens expresses a high concentration of crystallins (α, β and γ-crystallins) to maintain the refractive index essential for lens transparency. Crystallins are long-lived proteins that do not turnover throughout life. The structural destabilization of crystallins by UV exposure, glycation, oxidative stress and mutations in crystallin genes leads to protein aggregation and development of cataracts. Several destabilizing mutations in crystallin genes are linked with human autosomal dominant hereditary cataracts. To investigate the mechanism by which the α-crystallin mutations *Cryaa*-R49C and *Cryab*-R120G lead to cataract formation, we determined whether these mutations cause an altered expression of specific transcripts in the lens at an early postnatal age by RNA-seq analysis. Using knock-in mouse models previously generated in our laboratory, in the present work, we identified genes that exhibited altered abundance in the mutant lenses, including decreased transcripts for *Clic5*, an intracellular water channel in *Cryaa*-R49C heterozygous mutant lenses, and increased transcripts for *Eno1b* in *Cryab*-R120G heterozygous mutant lenses. In addition, RNA-seq analysis revealed increased histones H2B, H2A, and H4 gene expression in *Cryaa*-R49C mutant lenses, suggesting that the αA-crystallin mutation regulates histone expression via a transcriptional mechanism. Additionally, these studies confirmed the increased expression of histones H2B, H2A, and H4 by proteomic analysis of *C*r*yaa*-R49C knock-in and *Cryaa*;*C*ryab gene knockout lenses reported previously. Taken together, these findings offer additional insight into the early transcriptional changes caused by *Cryaa* and *Cryab* mutations associated with autosomal dominant human cataracts, and indicate that the transcript levels of certain genes are affected by the expression of mutant α-crystallin *in vivo*.

## Introduction

The formation of cataracts is the most common cause of vision loss, accounting for 51% of the cases of blindness worldwide [1]. To this end, cataract surgeries cost the U.S. Medicare system approximately $5 billion annually [2, 3]. Epidemiological studies have shown that the pathogenesis of human cataracts involves genetic, environmental, and other disease-associated risk factors, and genetic factors account for 50% of childhood cataract cases [4]. The crystallin protein family comprises 90% of proteins found in the lens, and these proteins play a key role in lens transparency. Prior research has led to the identification of point mutations in the genes encoding α-, β-, and γ-crystallins, leading to the development of a hereditary form of human cataracts either at birth or at an early age [5]. The α-crystallin protein is an aggregate of the αA- and αB-crystallin polypeptides that are expressed in epithelial and fiber cells in the lens. Furthermore, human patients harboring single point mutations in αA- and αB-crystallin genes develop hereditary cataracts [6]. Accordingly, functional studies of the formation of hereditary cataracts will provide important information regarding the etiology of age-related cataracts. Thus, to investigate the underlying etiology of hereditary cataracts, we used embryonic stem cell-based technologies to generate knock-in mice expressing proteins harboring either the αA-R49C or αB-R120G α-crystallin mutations, which are associated with human autosomal dominant hereditary cataracts [7, 8]. These mice develop cataracts at an early age and serve as important tools for understanding the disease process [9, 10].

Histones play a central role in the packaging of DNA into nucleosomes, comprise the basic building block of chromatin, and are involved in transcriptional regulation [11–13]; however, very little is known about the specific role of histones in the lens [14, 15]. The expression of histone transcripts decreases in lens epithelial cells exposed to UV radiation, suggesting a response to stress [16]. Also, a recent study demonstrated that the specific acetylation of histone H3 is required for normal lens induction in the embryonic mouse eye at stage E9.5 [14]. Furthermore, αB- and αA-crystallin are first detected at embryonic day 9.5 and 10.5 respectively [17], indicating that these proteins may play a role in lens development. Previously, we demonstrated an increase in the abundance of histones H2B and H4 in lens epithelial cells that express the αA-crystallin R116C mutation [18]. In addition, we observed upregulation of histones at an early age in *Cryaa*;*Cryab* gene knock-out (DKO) and *Cryaa*-R49C homo knock-in mouse lenses [19, 20]. Proteomics analysis of 2-day-old DKO and *Cryaa*-R49C knock-in mouse lenses revealed an increased abundance of histones H2A, H2B fragment, and H4. Furthermore, we discovered that the mutant αA-R49C protein is distributed mainly in the nucleus of the lens, where this protein may bind and sequester histones [7]. Collectively, these findings strongly suggest a functional relationship between histones and α-crystallin. Specifically, an increase in histones may be indicative of an increase in nucleosome density in lenses from the αA-R49C mutant mice, and a functional increase in the histone/DNA ratio may lead to increased amounts of heterochromatin.

The use of RNA-seq technology could be a viable approach for obtaining information regarding the expression of histones in normal and cataractous lenses. At present, whether all core histones (H2A, H2B, H3, and H4) or only specific histones are regulated by α-crystallin mutations is not known [21, 22]. Global changes in all major core histone species would indicate that α-crystallin mutations and cataract formation affect histone expression and that the histones are protected by the chaperone function of α-crystallin. Conversely, a lack of change in histone transcripts in the α-crystallin mutant knock-in lenses would suggest that the previously reported increased abundance of histones resulted from increased apoptosis and subsequent release of histones from chromatin.

Currently, it remains unclear whether α-crystallin serves as a transcriptional inhibitor of histones. Thus, these studies of αA-crystallin and histones will determine whether the expression of histones is affected by the reduced solubility of the αA-R49C mutant protein *in vivo* [7, 9].

## Methods

### Animals and lenses

*Cryaa*-R49C knock-in mice and *Cryab*-R120G knock-in mice were generated at the Department of Ophthalmology and Visual Sciences at Washington University School of Medicine by stem cell-based techniques described previously [9, 10, 23]. Wild-type (WT), heterozygous (het) and homozygous (homo) knock-in mice carrying the αA-crystallin R49C mutation (*Cryaa*-R49C) or the αB-crystallin R120G mutation (*Cryab*-R120G) on a C57Bl/6J background were genotyped by PCR-based methods. C57BL/6J mice were used as age-matched controls Animal care, breeding and genotyping were performed by trained veterinary staff at the Mouse Genetics Core at Washington University. All experimental procedures conducted using the mice were reviewed and approved by the Institutional Animal Care and Use Committee at Washington University. Adult mice were sacrificed by CO_2_ inhalation. Postnatal mice were sacrificed by CO_2_ inhalation followed by cervical dislocation.

### RNA isolation and purification

Mouse eyes were dissected, and the lenses were collected as described previously [10]. RNA was extracted from mouse lenses using protocols from the Tissue Procurement Center at Washington University. The mice used for RNA isolation were 2-day-old αA-R49C knock-in and 14-day-old αB-R120G knock-in mice. RNA was isolated from three groups of lenses for each genotype. Multiple lenses were combined for each biological replicate. The number of animals in each group used for RNA isolation is shown in S1 Table.

### RNA-seq library preparation

Library preparation was performed using a Clontech poly-A kit according to the manufacturer’s protocol. The resulting cDNA ends were rendered blunt, an A base was added to the 3’ ends, and Illumina sequencing adapters were ligated to the ends. The ligated fragments were then amplified for 12 cycles using primers that incorporated unique index tags, and the resulting fragments were sequenced on an Illumina HiSeq 2500 sequencing system using single reads that extended 50 bases and targeted 30M reads per sample.

### RNA-seq data acquisition, quality control, and processing

RNA-seq reads were aligned to the GRCm38.76 assembly from Ensembl using Spliced Transcripts Alignment to Reference (STAR) version 2.0.4b [24]. The gene counts were derived from the number of uniquely aligned unambiguous reads that were detected using Subread-featureCounts version 1.4.5 [25], and the transcript counts were produced using Sailfish version 0.6.3. The sequencing performance was assessed based on the total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction known junction saturation, and read distribution over known gene models using RSeQC version 2.3 [26]. All gene-level and transcript counts were then imported into the R Bioconductor edgeR package [27, 28]. The trended mean of M values (TMM) were normalized to account for differences in library size, and the genes or transcripts not expressed in any sample were excluded from further analysis. The raw counts and fastq.gz files are available at NCBI GEO accession number GSE98027.

The performance of the samples was assessed using a Spearman's rank-order correlation matrix, and multi-dimensional scaling plots and generalized linear models with robust dispersion estimates were created to test for differential expression at both the gene and transcript levels. The fit of the trended and tagwise dispersion estimates were then plotted to confirm the proper fit of the observed mean to the variance relationship in which the tagwise dispersions were equivalent to the biological coefficients of variation in each gene. Differentially expressed genes and transcripts were then filtered for false discovery rate (FDR)-adjusted *p*-values ≤0.05.

To enhance the biological interpretation of the large set of transcripts, genes and transcripts were grouped based on known Kyoto Encyclopedia of Genes and Genomes (KEGG) biological interactions and pathways. We used the R Bioconductor package GAGE [29] to examine the log 2 fold-changes reported by Limma to determine if genes expressed in each contrast, regardless of statistical significance, were up or down regulated in comparison to global background log 2 fold-changes as well as tests for perturbations of log 2 fold-changes within pathways. For any pathway that was significantly up or down regulated or perturbed with a *p*-value less than or equal to 0.05, annotated KEGG graphs were downloaded and rendered with the R/Bioconductor package Pathview [30] so that gene and protein complexes were color coded by the mean log 2 fold-change with a rescaled minimum of -2 and maximum of 2 for ease of interpretation. Heat maps of genes with altered expression in knock-in mutant lenses were displayed by the R package heatmap3 [31].

### Real-time PCR

All real-time quantitative PCR (qPCR) analyses were performed by the Genome Technology Access Center using RNA samples extracted from the lenses of wild-type (WT), *Cryaa*-R49C, and *Cryab*-R120G mice. The primers used for the qPCR analyses are listed in S2 Table.

### Gel permeation chromatography (GPC)

The murine lenses were homogenized, and water-soluble proteins were extracted as described previously [10]. The molecular weights of the extracted proteins were determined from the light scatter data, and the concentrations were calculated based on the refractive index data. In the studies involving water-soluble proteins from WT and knock-in mouse lenses, 100 μl of water-soluble lens proteins were separated in succession on G3000 PWXL and G5000 PWXL size exclusion chromatography columns (Tosoh Bioscience LLC, Prussia, PA) in line with the Viscotek TDA 302 triple detector array system, which measured UV absorption, refractive index (RI), multi-angle light scattering, and viscosity (Viscotek/Malvern). The GPC system was equipped with a VE-1122 pump and a VE-7510 degasser. The Viscotek OmniSEC software was used to calculate the molecular weight of the crystallin proteins using bovine serum albumin (BSA) and the 92-kDa Pullulan Malvern standards. The protein samples (100 μl) were injected onto the columns, and Dulbecco’s Phosphate-Buffered Saline (PBS) Modified buffer (0.5x) without Ca^2+^ or Mg^2+^ was used as the mobile phase at a flow rate of 0.8 ml/min at 25°C. The protein concentration was calculated based on the refractive index using a dn/dc of 0.185 for both the BSA standard and the crystallin proteins.

## Results

Previous proteomics analyses have focused on the effects of mutations in lens proteins that are associated with the development of cataracts in lenses obtained from *Cryaa*-R49C and *Cryab*-R120G mutant mice at early postnatal ages. Our current work, however, examined changes in the expression of protein-coding genes and non-coding genes in these lenses *in vivo*. The lens samples utilized in the current RNA-seq analysis were whole lenses collected from 2-day-old WT, *Cryaa*-R49C-het, and *Cryaa*-R49C-homo mice that were the same age as the mice used in the proteomics analyses. In addition, lens samples obtained from 14-day-old WT, *Cryab*-R120G-het, and *Cryab*-R120G-homo mice were also examined, because cataracts appear at an older age in the *Cryab*-R120G knock-in mice than in the *Cryaa*-R49C knock-in mice. Both of these ages represent early stages of cataract formation in these two models. 

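RNA from the lenses of 2-day-old mice of the *Cryaa*-R49C line was sequenced as single reads from poly-A libraries, with 3 libraries each of WT, het and homo lenses and 4 to 10 pooled lenses per library. The authors aligned the reads with STAR, counted the uniquely aligned, unambiguous reads of each Ensembl gene with featureCounts, and deposited these counts without normalization. The counts of a library summed to between 14272174 and 24639638 (median 17791081) in WT, between 19705471 and 22018712 (median 20412508) in het, and between 15362115 and 20061547 (median 15839657) in homo. From these counts, the 26547 genes with at least 1 count in any of the 18 libraries of both lines were scaled with edgeR's TMM method and tested with its quasi-likelihood test in 1 model over the 6 groups, with the Benjamini-Hochberg false discovery rate (FDR) at most 0.05 as the threshold. With all of these genes kept, edgeR estimated infinite prior degrees of freedom, so that each gene took the variance of the common trend. The number of changed genes of each comparison is therefore also given for the 13938 genes that edgeR's filterByExpr function kept, for which the prior had 10.3 degrees of freedom. Levels of single genes are CPM values from edgeR after TMM scaling, and fold changes with a standard error (SE) come from the model of the genes kept by filterByExpr. The TMM factors of these libraries lay between 1.18 and 2.10. With library size alone in place of TMM, the median log2 fold change of all genes became 0.21 in het and 0.41 in homo against WT, so the fold changes are relative to the median gene. The 10 most counted genes of each library held 67.1% ± 4.90 (SD, n = 9) of its counts. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a two-sided p below 0.1.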

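For 14-day-old mice of the *Cryab*-R120G line, 3 libraries each of WT, het and homo lenses were made, aligned and counted in the same way, from 8 to 17 pooled lenses each. The counts of a library summed to between 18238553 and 27620319 (median 27511923) in WT, between 17478028 and 26969391 (median 25141026) in het, and between 19738366 and 29639719 (median 22049938) in homo. These libraries entered the model described for the *Cryaa*-R49C line and were compared with the WT libraries of their own line. Their scaling factors lay between 0.50 and 0.79, all below those of the 2-day-old lenses. The 10 most counted genes held 76.6% ± 0.954 (SD, n = 9) of the counts. Scaling by library size alone moved the median log2 fold change of all genes to 0.21 in het and 0.37 in homo. Age and line change together between the 2 sets of libraries, so a difference between the lines is also a difference between the ages.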

We analyzed three biological replicates for each of the genotypes described above, and each replicate comprised 4 to 17 whole lenses.

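The STAR summary of S3 Table gives the paper's own read numbers, from 29161891 reads in *Cryaa*-WT replicate 3 to 53478598 reads in *Cryab*-WT replicate 2. Of the reads of each library, the deposited gene counts held between 38.1% in *Cryab*-WT replicate 1 and 78.8% in *Cryab*-R120G-het replicate 3. In the latter library and in *Cryab*-WT replicate 3, with 75.0%, the counts exceed the 70.7% and 70.4% of reads that the summary lists as uniquely mapped. Either the counts hold other reads too or the columns of the summary belong to other *Cryab* libraries, which the files do not settle.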

The RNA-seq analysis resulted in approximately 29–51 million raw sequence reads for each of the 18 cDNA libraries generated from the pooled murine lenses (S3 Table). 

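Adding the percentages of uniquely mapped and multimapped reads in the paper's STAR summary gave between 87.9% mapped reads in *Cryaa*-WT replicate 1 and 94.6% in *Cryaa*-R49C-homo replicate 1. The multimapped part ranged from 15.4% in *Cryaa*-R49C-homo replicate 1 to 30.2% in *Cryaa*-R49C-homo replicate 3. The gene counts held 65.1% of the reads of the first of these libraries and 40.5% of the reads of the second.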

On average, 88–94% of the trimmed reads mapped to the mouse reference genome. The lenses obtained from *Cryaa*-R49C mice contained 38,000–42,000 transcripts, and the lenses from *Cryab*-R120G mice contained 28,000–31,000 transcripts. Also, the expression of 19,000 and 17,000 genes was detected in lenses obtained from *Cryaa*-R49C and *Cryab*-R120G mice, respectively. 

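In the deposited counts, 19480 ± 447 genes (SD, n = 9 libraries) had at least 1 count in a library of the *Cryaa*-R49C line, with a range of 18785 to 20102. In the *Cryab*-R120G line the number was 16830 ± 525 (SD, n = 9), with a range of 16199 to 17701, so the 2 sets of libraries did not overlap (two-sided exact permutation p = 4.11e-05, the smallest that 9 libraries against 9 allow). After the counts of each library were thinned to 14272174, the total of the smallest library, the means were 18890 and 15790 genes. A threshold of CPM over 1, by library size alone, moved the numbers most and left 11630 ± 546 and 8329 ± 479 genes (SD, n = 9 each). The TMM factors were not applied to this threshold. They are above 1 in the *Cryaa* line and below 1 in the *Cryab* line, so they would lower the first number and raise the second.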

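Genes annotated as rRNA held at most 0.0110% of the counts of a library, and mitochondrial rRNA genes held between 0.289% and 1.97%. Long intergenic non-coding RNA (lincRNA) genes held 20.1% ± 9.52 of the counts (SD, n = 18 libraries). A single gene, *Gm42418*, held 18.5% ± 9.37 (SD, n = 18), and all other lincRNA genes together held 1.63% ± 0.444 (SD, n = 18), most of it on *Malat1* with 1.54% ± 0.416 (SD, n = 18). The share of *Gm42418* ranged from 2.53% in *Cryaa*-R49C-homo replicate 1 to 42.6% in *Cryaa*-R49C-homo replicate 3. With crystallin genes left out of the total, the share of *Gm42418* was 43.5% on average. *Gm42418* (ENSMUSG00000098178) lies on the plus strand of chromosome 17 of GRCm38 from 39846958 to 39848788. An annotated rRNA gene, CT010467.1, covers the same stretch on the minus strand, from 39846353 to 39848827. Across the 9 *Cryaa*-R49C libraries, the share of *Gm42418* rose with the percent of multimapped reads (Pearson r = 0.95, permutation p = 0.00023, adjusted p = 0.00069 over 3 relations; Spearman rho = 0.93, permutation p = 0.00091). Without the 2 libraries farthest from the median share, r was 0.83. Across the 9 *Cryab*-R120G libraries no such relation was found (r = -0.17, permutation p = 0.655, adjusted p = 0.655; rho = -0.20, permutation p = 0.615; r = -0.63 without the 2 farthest libraries). Since the counts exceed the uniquely mapped reads in 2 *Cryab* libraries, the multimapped percent of a *Cryab* library may be that of another.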

The ribosomal fraction was ≤1% in our samples, but the lenses contained a high amount of long non-coding RNAs (lncRNAs), although the basis of this observation remains unknown (S1 and S2 Figs). The end bias plots (S3 Fig) illustrate the placement of the reads with fewer reads at the 5’ end, most likely due to the large number of transcripts sequenced and the high level of lncRNAs in these samples (S1 Fig). To determine the similarity between expression profiles, we used Pearson correlation plots (S4 Fig). 

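Correlations were computed at the gene level, on log2 CPM with a prior count of 2 over the 26547 genes; the transcript level was not analysed here. Over the 18 pairs of libraries of the same genotype, Pearson's r across genes ranged from 0.946 to 0.986 with a median of 0.975. The lowest pair was in *Cryab*-WT. The median was 0.968 over the 54 pairs of different genotypes of 1 line and 0.944 over the 81 pairs of different lines. Spearman's rho, the measure that lowered the value within a genotype most, had a median of 0.933 there. Genes are not independent replicates, so these values describe pairs of libraries and carry no test.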

The correlation values indicate closely similar expression values for transcripts between biological replicates.

Sailfish was used to estimate the number of transcripts and splice isoforms using an expectation-maximization algorithm to account for bias correction. The STAR summary is shown in S3 Table. The STAR summary indicated that the average input read length was 49, which is very good. The number of splice junctions, which were calculated using the ratio of the number of spliced reads to the total number of reads from the alignment summary, were limited and accounted for 0.1%. 

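From the numbers of splices and input reads that the paper's S3 Table lists for each library, splices came to between 2.32 and 10.8 per 100 input reads, with a median of 7.16 over the 18 libraries. As a ratio, the median was 0.0716 and the range 0.0232 to 0.108. In *Cryaa*-R49C-homo replicate 3, which had the fewest, the 879954 splices came from 37944853 reads.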

The majority of reads that were unmapped were too short to be mapped.

At the gene level, the unadjusted *p*-value of ≤0.05 and the Benjamini-Hochberg FDR *p*-value were examined, and the genes were annotated using Ensembl. The log ratio and mean average (MA) plots indicate differentially expressed genes (FDR <0.05; red dots) identified in lenses collected from 2-day-old *Cryaa*-WT, *Cryaa*-R49C het, and *Cryaa*-R49C homo mice (Fig 1A and 1B, respectively), and from lenses collected from 14-day-old *Cryab*-WT, *Cryab*-R120G-het, and *Cryab*-R120G-homo mice (Fig 1C and 1D, respectively). Each gene is represented by a dot, and differentially expressed genes are represented by red dots (Fig 1). The lenses from *Cryaa*-R49C-het mice exhibited very few differentially expressed genes (red dots) compared with lenses from WT mice (see also Table 1). Conversely, a comparison of lenses collected from the *Cryaa*-R49C-homo and *Cryab*-R120G-homo versus those from WT mice revealed the differential expression of several genes, as shown in the MA plots (Fig 1B and 1D). 

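For lenses from *Cryaa*-R49C-het against WT mice, 17 genes passed the threshold, 9 higher and 8 lower in het, and 1100 genes had an unadjusted p under 0.05. Among the genes kept by filterByExpr, 1 gene passed and 709 had an unadjusted p under 0.05. In 8 of the 17 genes, all 3 het libraries lay on the same side of all 3 WT libraries and 1 group had a mean of at least 10 counts. Called genes with fewer counts were not counted as separated, here and in the other comparisons. Of the 13396 genes with a mean of at least 10 counts in 1 of these groups, 22.9% were separated in this way, where chance gives 10%. The number was 7 without *Cryaa*-WT replicate 1 and 72 without *Cryaa*-WT replicate 3. The choice that moved it most was a model of only the 6 libraries of these 2 groups, which gave 260 genes.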

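In lenses from *Cryaa*-R49C-homo mice, 1498 genes passed the threshold against WT, 751 higher and 747 lower. With filterByExpr 1364 genes passed, 679 higher and 685 lower, and 1142 genes were in both sets. Of the 1498 genes, 1196 had at least 10 counts on average in 1 group and the 3 homo libraries apart from the 3 WT libraries. Of all 13470 genes with at least 10 counts on average, 25.5% were separated, against 10% by chance. The balance of directions rested on the scaling: with library size alone, 1670 genes were higher and 293 lower. Without *Cryaa*-R49C-homo replicate 1 the number was 3128, and without *Cryaa*-WT replicate 1 it was 982. In lenses from *Cryab*-R120G-homo mice, 302 genes passed, 203 higher and 99 lower. Of these, 88 had at least 10 counts on average in 1 group and were separated between the groups. The balance moved with the scaling here too, to 332 higher and 62 lower with library size alone. Over the 11307 genes with at least 10 counts on average, 8.97% were separated, which is no more than the 10% that chance gives. With filterByExpr 7 genes passed, 4 higher and 3 lower, all of them among the 302. With the replicate number as a block, 18 genes passed with filterByExpr, 13 higher and 5 lower. A filter chosen after these numbers were seen, which left out only the genes with 1 count over all libraries, gave 9 genes. Without *Cryab*-WT replicate 1 the number was 506, and without *Cryab*-R120G-homo replicate 1 it was 129.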

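In lenses from *Cryab*-R120G-het mice, 140 genes passed the threshold against WT, 61 higher and 79 lower. Of these, 46 had at least 10 counts on average in 1 group and were separated between the groups. Among the 10887 genes with at least 10 counts on average, 10.6% were separated, where chance gives 10%. With filterByExpr 1 gene passed and 532 had an unadjusted p under 0.05. The number for all genes was 281 without *Cryab*-WT replicate 1 and 90 without *Cryab*-R120G-het replicate 1. The differences between these effects were tested directly. Between *Cryaa*-R49C-homo and *Cryaa*-R49C-het lenses, 1419 genes passed, or 1160 with filterByExpr. These numbers were 4120 and 4132 without *Cryaa*-R49C-homo replicate 1, and 635 and 453 without *Cryaa*-R49C-homo replicate 2. Between *Cryab*-R120G-homo and *Cryab*-R120G-het lenses, 15 genes passed with all genes kept and 0 with filterByExpr, where 274 had an unadjusted p under 0.05. The 15 became 2 without *Cryab*-R120G-homo replicate 1 and 73 without *Cryab*-R120G-het replicate 1. The homozygous effect differed between the 2 lines in 798 genes, or 406 with filterByExpr. Across genes, the log2 fold changes of het and homo correlated with Pearson's r = 0.47 in the *Cryaa*-R49C line and 0.60 in the *Cryab*-R120G line. Simulated groups that shared their WT libraries without any effect gave a median r of 0.50 in each line (range 0.49 to 0.52). These used plain ratios of summed counts, for which the real libraries gave 0.43 and 0.61. The simulation held no changed genes and drew each gene on its own around the variance trend. It therefore shows that shared WT libraries alone can give such values, and cannot tell their part in the real ones. Genes are not independent replicates of these correlations.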

The lower number of gene changes observed in *Cryaa*-R49C-het, *Cryab*-R120G-het, and *Cryab*-R120G-homo mouse lenses suggest the effects of the mutations on gene expression in the pre-cataractous lens.

**Fig 1:**
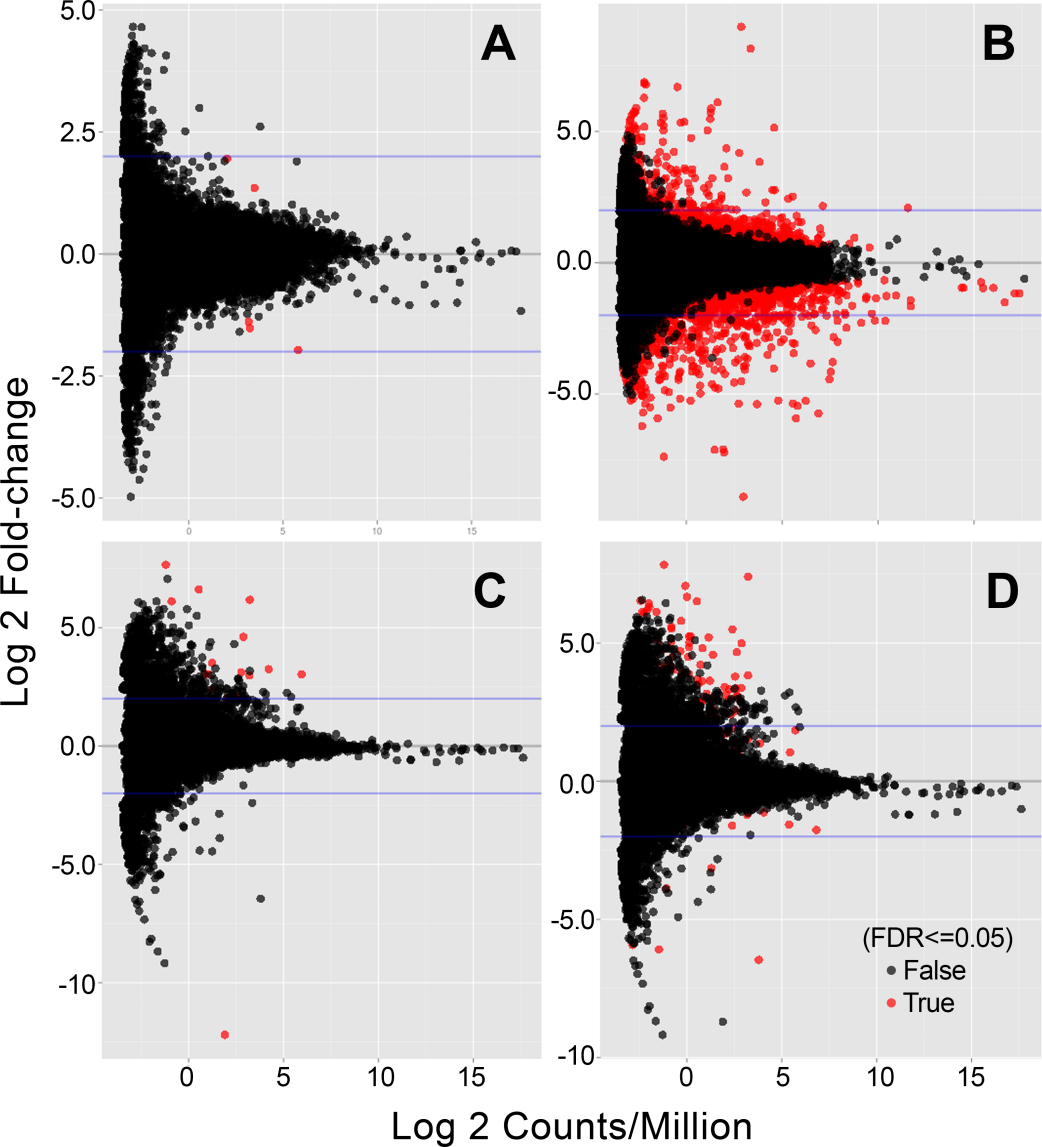
MA plots for genes that were altered in lenses obtained from *Cryaa*-R49C or *Cryab-*R120G mutant knock-in mice as compared with age-matched WT mice. (A) 2-day-old *Cryaa*-R49C-het, (B) 2-day-old *Cryaa*-R49C-homo, (C) 14-day-old *Cryab*-R120G-het, and (D) 14-day-old *Cryab*-R120G-homo mice. The x-axis indicates the average expression over all samples in the *Cryaa* (or *Cryab*) lenses. The y-axis represents the log 2-fold change of normalized counts between the mutant and WT samples.

**Table 1:** List of genes with altered abundance in *Cryaa*-R49C-het mouse lenses.

Entrez gene ID	Gene name	Protein ID	Linear fold change	Log fold change	*p-*value	FDR
224796	*Clic5*	Chloride intracellular channel 5	-3.909	-1.967	1.92E-13	5.14E-09
11568	*Aebp1*	AE binding protein 1	-2.614	-1.386	4.08E-07	5.11E-03
58185	*Rsad2*	radical S-adenosyl methionine domain containing 2	-2.867	-1.519	6.08E-07	5.11E-03
21648	*Dynlt1b*	dynein light chain Tctex-type 1B	3.867	1.951	7.65E-07	5.11E-03
19736	*Rgs4*	regulator of G-protein signaling 4	2.554	1.353	3.14E-06	1.68E-02

Differentially expressed genes in the WT, *Cryaa*-R49C-het, and *Cryaa*-R49C-homo lenses were filtered based on the highest fold change and significant *p*-values (Table 2 and S4 Table), leading to the identification of genes that were significantly altered in lenses from *Cryaa*-R49C and *Cryab*-R120G mice. The RNA-seq analysis of lenses from 2-day-old *Cryaa*-R49C-het mice revealed significant changes in the expression of only five genes compared with analysis of lenses from WT mice. These altered genes included *Clic5* (-3.9-fold), *Aebp1* (-2.6-fold), and *Rsad2* (-2.9-fold), which were decreased in the *Cryaa*-R49C-het mouse lenses, as well as *Dynlt1b* (3.9-fold) and *Rgs4* (2.6-fold), which were increased in the *Cryaa*-R49C-het mouse lenses. 

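With edgeR's likelihood-ratio test and the dispersions of its estimateGLMRobustDisp function, 9 genes passed in place of the 17, 2 higher and 7 lower in *Cryaa*-R49C-het lenses, and 6 genes were in both sets. Of the 17 genes, 12 also passed in *Cryaa*-R49C-homo lenses, each in the same direction, which the use of the same WT libraries favours. Outside Table 1, the genes that changed most among those separated between het and WT were *Tmem179*, *Ppp6r1* and *Tob1*. *Tmem179* rose from 2.79 ± 0.555 CPM in WT to 6.58 ± 0.830 CPM in het (SD, n = 3 each), *Ppp6r1* fell from 8.19 ± 1.74 to 3.36 ± 0.772 CPM (SD, n = 3 each), and *Tob1* fell from 29.0 ± 8.74 to 13.7 ± 3.44 CPM (SD, n = 3 each). Their FDR was 0.0401, 0.0148 and 0.0401 with all genes kept, and 0.836 with filterByExpr for each of them.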

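*Clic5* (ENSMUSG00000023959, chromosome 17 of GRCm38 from 44188584 to 44280172) had 7.20 ± 1.40 CPM in WT and 2.25 ± 1.16 CPM in het (SD, n = 3 each), from 146 to 257 counts per WT library and 58 to 111 counts per het library. Its log2 fold change was -1.71 (SE 0.27, FDR 0.024, or 4.73e-06 with all genes kept). *Clic5* passed the threshold, with all genes kept, in every alternative model and with each library left out, but with filterByExpr no gene passed in 5 of the 6 fits without a library. For *Aebp1* the log2 fold change was -1.41 (SE 0.30), for *Rsad2* -1.22 (SE 0.31), for *Dynlt1b* 1.93 (SE 0.41) and for *Rgs4* 1.33 (SE 0.30). In each of the 5 genes the het libraries lay on 1 side of all WT libraries. With all genes kept, the FDR of these last 4 genes was 0.00135, 0.0312, 3.88e-06 and 0.00228. With filterByExpr none of the 4 passed, with an FDR of 0.569 for *Aebp1*, *Dynlt1b* and *Rgs4* and of 0.836 for *Rsad2*. *Rsad2* lay between 47 and 118 counts in het and between 100 and 184 counts in WT, and *Dynlt1b* between 158 and 321 counts in het and between 37 and 59 counts in WT.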

Because the magnitude of the expression changes was rather small, the genes were not analyzed by qPCR. Conversely, RNA-seq analysis of lenses from *Cryaa*-R49C-homo mice revealed changes in the expression of 2450 genes with an FDR <0.05 compared with WT mouse lenses (S4 Table). 

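With the likelihood-ratio test and estimateGLMRobustDisp dispersions, 2678 genes passed between *Cryaa*-R49C-homo and WT lenses, 1227 higher and 1451 lower, and 1397 of the 1498 genes of the quasi-likelihood test were among them. DESeq2 with its own size factors gave 1757 genes. Beyond the genes the paper names, the largest changes among genes separated between the groups were from or to 0 counts. *Glrp1*, *Itgad* and *Adm2* had no counts in the WT libraries and 13 to 27, 17 to 27 and 14 to 31 counts in the homo libraries. Against a floor of 3 counts they were at least 5.64-fold, 5.43-fold and 5.28-fold higher. *A630095N17Rik*, *Bpifa5* and *Slc7a13* had no counts in the homo libraries and were at least 9.62-fold, 8.67-fold and 8.02-fold lower. The targeted gene itself, *Cryaa*, had 92460 ± 19010 CPM in WT and 56900 ± 37790 CPM in homo lenses (SD, n = 3 each), a log2 fold change of -0.76 (SE 0.33, FDR 0.15, or 0.366 with all genes kept). Its share of the counts in homo ranged from 5.37% to 21.0%.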

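*Ddit3* (ENSMUSG00000025408, chromosome 10 of GRCm38 from 127290774 to 127296288) rose from 3.61 ± 0.328 CPM in WT to 134 ± 39.9 CPM in *Cryaa*-R49C-homo lenses (SD, n = 3 each), a log2 fold change of 5.17 (SE 0.31, FDR 1.99e-10, or 1.58e-61 with all genes kept). *Chac1* (ENSMUSG00000027313, chromosome 2 from 119351229 to 119354381) had 5 to 8 counts in the WT libraries and 1194 to 6045 counts in the homo libraries. Its log2 fold change was 8.43 (SE 0.86, FDR 1.98e-05, or 1.96e-102 with all genes kept). *Trib3* (ENSMUSG00000032715, chromosome 2 from 152337422 to 152344032) had 0, 3 and 4 counts in the WT libraries and 851 to 3904 counts in the homo libraries, with a log2 fold change of 9.21 (SE 0.66, FDR 3.17e-08, or 2.76e-100 with all genes kept). The size of the last 2 fold changes rests on these few WT counts. Each homo library lay above each WT library in all 3 genes.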

The genes that exhibited increased expression included *Ddit3* (35.3-fold and 34.3-fold by RNA-seq and qPCR, respectively), *Chac1* (285-fold and 276-fold by RNA-seq and qPCR, respectively), and *Trib3* (509-fold and 298-fold by RNA-seq and qPCR, respectively) (S4 Table). 

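*Tcp11* (ENSMUSG00000062859, chromosome 17 of GRCm38 from 28066745 to 28080639) fell from 26.5 ± 5.19 CPM in WT to 1.49 ± 0.477 CPM in *Cryaa*-R49C-homo lenses (SD, n = 3 each). *Stx11* (ENSMUSG00000039232, chromosome 10 from 12938209 to 12964298) fell from 18.6 ± 4.43 to 0.470 ± 0.198 CPM (SD, n = 3 each). *Hspb1* (ENSMUSG00000004951, chromosome 5 from 135887919 to 135889563) fell from 12.8 ± 7.12 to 0.300 ± 0.207 CPM (SD, n = 3 each), with 152 to 571 counts in the WT libraries and 6 to 14 counts in the homo libraries. The log2 fold changes were -4.17 (SE 0.29), -5.28 (SE 0.30) and -5.51 (SE 0.53), in this order, and the FDR was 2.13e-09, 1.08e-10 and 1.07e-06. With all genes kept, the FDR was 6.16e-39, 2.39e-54 and 5.29e-52.

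**Figure D1:**
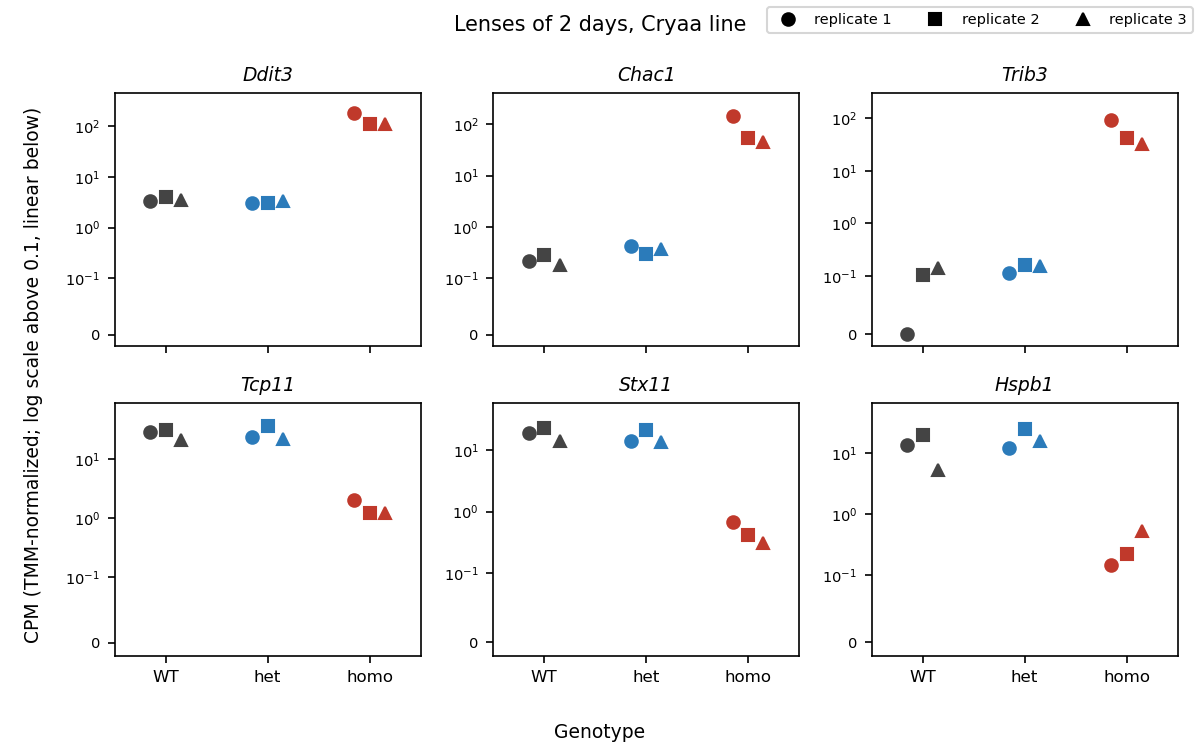
CPM of *Ddit3*, *Chac1*, *Trib3*, *Tcp11*, *Stx11* and *Hspb1* in each of the 9 libraries of this line (n = 3 per genotype), with a log scale above 0.1 and a linear scale below; each point is a library and its shape gives the replicate. The first 3 genes are higher and the last 3 lower in each homo library than in each WT library.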

Genes that were decreased in *Cryaa*-R49C-homo mouse lenses compared to WT lenses included *Tcp11* (-17.78-fold and -5-fold by RNA-seq and qPCR, respectively), *Stx11* (-31.98-fold and -6.25-fold by RNA-seq and qPCR, respectively), and *Hspb1* (-69.09 and -50-fold by RNA-seq and qPCR, respectively).

**Table 2:** List of histone genes with altered abundance in *Cryaa*-R49C-homo mouse lenses.

Entrez gene ID	Gene name	Protein ID	Linear fold change	Log fold change	*p*-value	FDR
50708	Hist1h1c	histone cluster 1, H1c	2.616	1.38762	1.11E-06	6.04E-05
102641229	Hist2h4	histone cluster 2, H4	3.404	1.76761	6.26E-05	1.80E-03
97122	Hist2h4	histone cluster 2, H4	3.404	1.76761	6.26E-05	1.80E-03
319162	Hist3h2a	histone cluster 3, H2a	1.695	0.76152	2.70E-04	5.82E-03
68024	Hist1h2bc	histone cluster 1, H2bc	1.663	0.73402	5.58E-04	1.03E-02
78303	Hist3h2ba	histone cluster 3, H2ba	-1.703	-0.76846	7.40E-04	1.29E-02
319166	Hist1h2ae	histone cluster 1, H2ae	-2.581	-1.36797	2.08E-03	2.80E-02

The top 30 genes that were upregulated in *Cryaa*-R49C-homo mouse lenses compared with WT mouse lenses included *Mthfd2*, *Phida3*, *Gm14963*, *Sesn2*, *cdkn1a*, *1700086L19Rik*, and *Gdf15* (Fig 2 and S4 Table). 

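Of these 7 genes, *Phida3* is listed in the counts as *Phlda3*. The log2 fold changes were smallest for *Mthfd2*, with 2.93 (SE 0.26), and largest for *Gm14963*, with 6.08 (SE 0.42). In between lay *Sesn2* with 3.18 (SE 0.33), *Cdkn1a* with 4.14 (SE 0.64), *Phlda3* with 4.32 (SE 0.39), *Gdf15* with 5.01 (SE 0.94) and *1700086L19Rik* with 5.68 (SE 0.83). The FDR was at most 0.00333 with filterByExpr, for *Gdf15*, and at most 2.84e-21 with all genes kept, for *Sesn2*. All homo libraries lay above all WT libraries in each gene. *1700086L19Rik* had 3 to 8 counts, *Gm14963* 4 to 9 and *Gdf15* 5 to 10 counts in the WT libraries, so that their fold changes rest on low counts. *Cdkn1a* rose from 1.68 ± 0.627 CPM in WT to 30.6 ± 6.51 CPM in homo (SD, n = 3 each).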

The genes that exhibited decreased expression in *Cryaa*-R49C-homo mouse lenses compared with lenses from WT mice included *Hspb1*, *Ccdc23*, *Snx22*, *Ceacam10*, *Ms4a5*, and *Ermap* (Fig 2). Additionally, *Hist2h4* was upregulated in *Cryaa*-R49C-homo mouse lenses compared with lenses from WT mice.

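*Ccdc23* is listed in the counts as *Svbp*. It fell from 84.9 ± 22.4 CPM in WT to 11.1 ± 3.60 CPM in homo (SD, n = 3 each), a log2 fold change of -2.98 (SE 0.27, FDR 1.29e-07). *Ermap*, the next gene on chromosome 4 (from 119175457 to 119190011 on the minus strand, with *Svbp* from 119195306 to 119201298 on the plus strand), had a log2 fold change of -4.0 (SE 0.33). For *Snx22* and *Ceacam10* the values were -5.33 (SE 0.41) and -5.44 (SE 0.37). *Ms4a5* had 0 to 1 counts in the homo libraries and 33 to 87 counts in the WT libraries, and was at least 22.8-fold lower against a floor of 3 counts. The homo libraries lay below the WT libraries in each of these genes, and the largest FDR among them was 1.29e-07.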

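*Hist2h4* (ENSMUSG00000091405, chromosome 3 of GRCm38 from 96261682 to 96263311) rose from 0.534 ± 0.0474 CPM in WT to 1.82 ± 0.573 CPM in *Cryaa*-R49C-homo lenses (SD, n = 3 each), from 13 to 16 counts in the WT libraries and 37 to 104 counts in the homo libraries. Its log2 fold change was 1.72 (SE 0.49, FDR 0.0261, or 0.0109 with all genes kept). The FDR was 0.053 without *Cryaa*-WT replicate 1, 0.0871 without *Cryaa*-WT replicate 2 and 0.0509 without *Cryaa*-R49C-homo replicate 1.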

**Fig 2:**
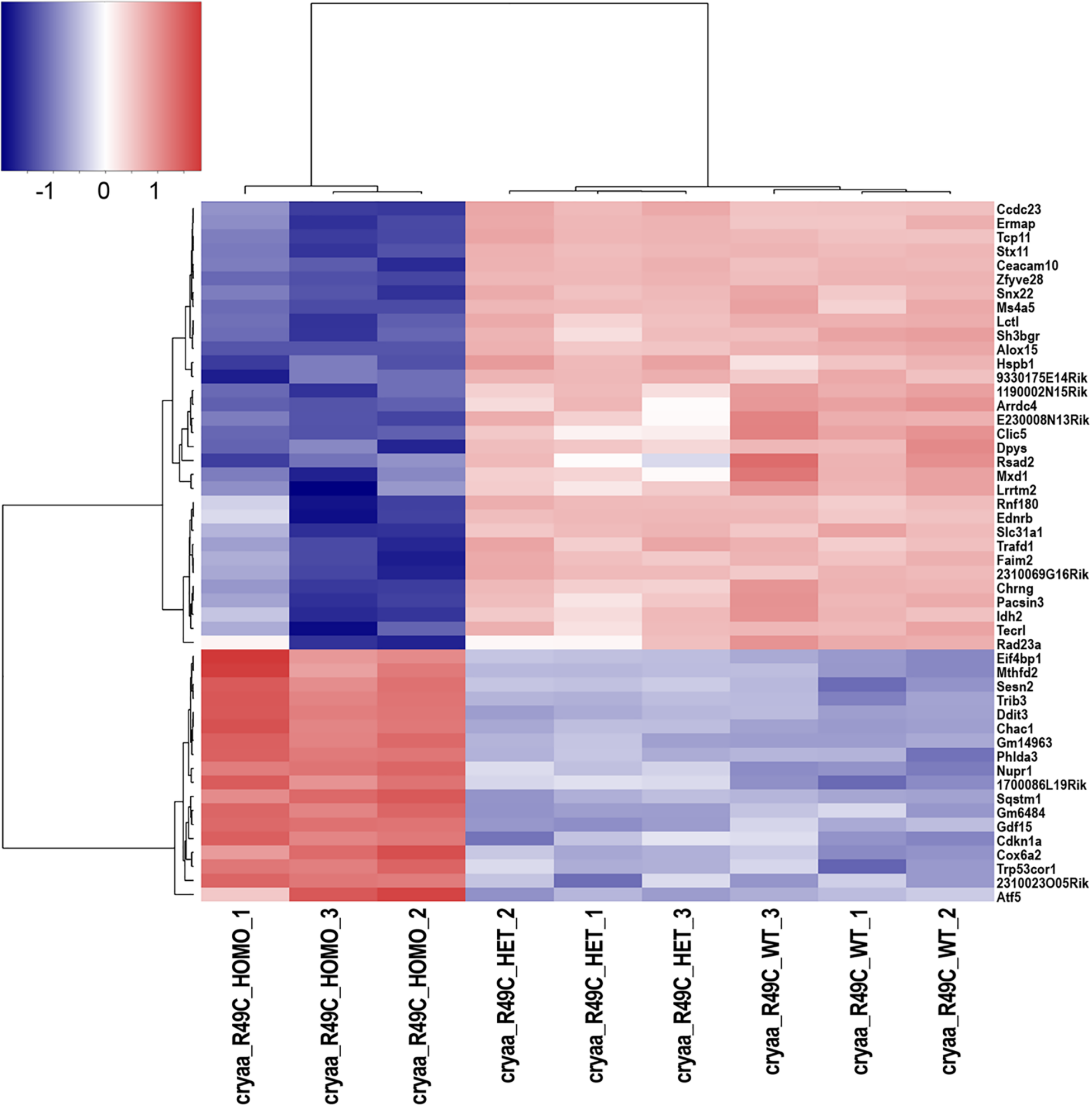
Heat map of genes with altered expression in *Cryaa*-R49C knock-in mutant lenses as displayed by the R package heatmap3 [31]. In order to illustrate relative log 2 fold-changes across samples, the values displayed per gene represent log 2 transformed counts-per-million with a prior count of 2, which were then rescaled to a mean of 0 with a standard deviation of 1. The genes and samples were then re-organized by hierarchical clustering to illustrate the similarity of expression changes within and across genotypes.

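The 64 histone genes of Fig 3 were tested as a set with limma's fry test and a Benjamini-Hochberg adjustment over the 84 tests of 21 gene lists in the 4 comparisons with WT. In *Cryaa*-R49C-homo lenses, the median log2 fold change of the set was 0.52, with 41 genes higher and 21 lower than in WT (adjusted p = 0.447). In *Cryaa*-R49C-het lenses, the median was 0.17, with 42 genes higher and 20 lower (adjusted p = 0.792). Many of these genes have few counts: in homo against WT, 25 of the 64 had a group at the floor of 3 counts, and 16 had both. With fold changes bounded by this floor the median was 0.13 in homo and 0.07 in het. With library size alone, which raises all genes, the adjusted p was 0.242 and 0.475. The choice that moved the set most was limma's camera test with its preset correlation, with an adjusted p of 0.0394 in homo and 0.131 in het, and with a correlation estimated from the data it gave 0.618 and 0.755.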

The effect of the mutation on the expression of histone genes was analyzed in lenses from *Cryaa*-R49C-het and *Cryaa*-R49C-homo mice (Fig 3). The lens libraries contained numerous transcripts for genes that encoded several different histones, and increases in the histone cluster 1 (H1 and H2), histone cluster 2 (H4), and histone cluster 3 (H2) genes were the most notable in lenses from *Cryaa*-R49C-homo mice compared with WT mouse lenses. 

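In *Cryaa*-R49C-homo against WT lenses, 4 of the 64 genes passed the threshold over all genes tested, *Hist1h1c*, *Hist1h2bc* and *Hist2h4* upward and *Hist1h2ae* downward, and 14 had an unadjusted p under 0.05. Adjusted over the list alone, 5 were higher and 3 lower. Fig 3 was drawn from these samples, so this is not independent evidence. With filterByExpr, which kept 29 of the 64 genes, *Hist3h2a* was 1 more higher gene and *Hist3h2ba* was the gene that passed downward. *Hist1h1c* (ENSMUSG00000036181, chromosome 13 of GRCm38 from 23738808 to 23740367) rose from 32.0 ± 5.74 CPM in WT to 92.7 ± 38.4 CPM in homo (SD, n = 3 each), a log2 fold change of 1.49 (SE 0.34, FDR 0.00616, or 3.39e-07 with all genes kept). *Hist1h2bc* had a log2 fold change of 0.76 (SE 0.22, FDR 0.0299, or 0.0371 with all genes kept), and its FDR was 0.364 without *Cryaa*-WT replicate 3. *Hist3h2a* had a log2 fold change of 0.73 (SE 0.21, FDR 0.0315, or 0.0869 with all genes kept).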

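Of the histone genes of Table 2, *Hist3h2ba* and *Hist1h2ae* were lower in *Cryaa*-R49C-homo than in WT lenses. *Hist3h2ba* fell from 11.1 ± 2.26 to 6.52 ± 1.13 CPM (SD, n = 3 each), with a log2 fold change of -0.79 (SE 0.23, FDR 0.0287, or 0.0665 with all genes kept). *Hist1h2ae* fell from 3.03 ± 0.658 to 1.16 ± 0.346 CPM (SD, n = 3 each), with a log2 fold change of -1.40 (SE 0.64, FDR 0.184, or 0.0134 with all genes kept). The mean log2 CPM over all 64 histone genes differed by 0.19 between the homo and WT libraries and by 0.07 between the het and WT libraries (two-sided exact permutation p = 0.4 and p = 0.7, with 0.1 the smallest that the design allows). In the plot of histone levels by library, the homo libraries spread wider than the WT libraries.

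**Figure D2:**
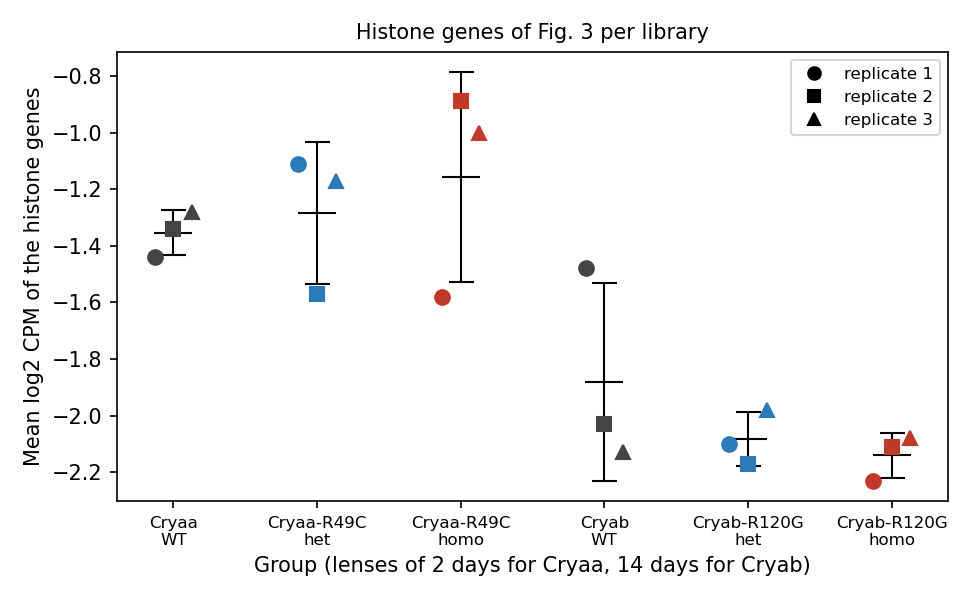
Mean log2 CPM of the 64 histone genes of Fig 3 in each of the 18 libraries, by genotype and line; points are libraries, and lines give the mean and SD of the 3 libraries of a group. The *Cryaa*-R49C-homo libraries lie at -1.58, -0.89 and -1.0, on both sides of the 3 *Cryaa*-WT libraries.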

A block of genes encoding histones was upregulated in *Cryaa*-R49C-homo mouse lenses compared to expression in lenses from WT mice, and other histone genes were upregulated in lenses from both *Cryaa*-R49C-het and *Cryaa*-R49C-homo mice compared to WT mice. Notably, expression of different histone genes was also increased in the *Cryaa*-R49C-het mouse lenses compared to WT mouse lenses. These differentially expressed histone genes included histone cluster 1 (H1 and H2) and histone cluster 3 (H2). 

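In *Cryaa*-R49C-het against WT lenses, 0 of the 64 histone genes passed the threshold, whether adjusted over all genes tested or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Of the genes of Table 2, *Hist1h1c* had the largest change, from 32.0 ± 5.74 CPM in WT to 49.7 ± 5.98 CPM in het (SD, n = 3 each), a log2 fold change of 0.61 (SE 0.33, FDR 0.836, or 0.887 with all genes kept). All 3 het libraries lay above all 3 WT libraries in *Hist1h1c*.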

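For the H2 genes in *Cryaa*-R49C-het lenses, the log2 fold change was 0.20 (SE 0.22) for *Hist1h2bc*, 0.04 (SE 0.21) for *Hist3h2a*, -0.03 (SE 0.22) for *Hist3h2ba* and -0.02 (SE 0.61) for *Hist1h2ae*, each within its standard error. The het libraries overlapped with the WT libraries in each of these 4 genes.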

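The 64 genes of Fig 3 are all the genes with a symbol that starts with *Hist* and with at least 1 count in the 18 libraries, out of 70 such symbols in the counts.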

The genes shown in the heat maps are those with low adjusted *p*-values and high fold changes (Fig 3 and Table 2).

**Fig 3:**
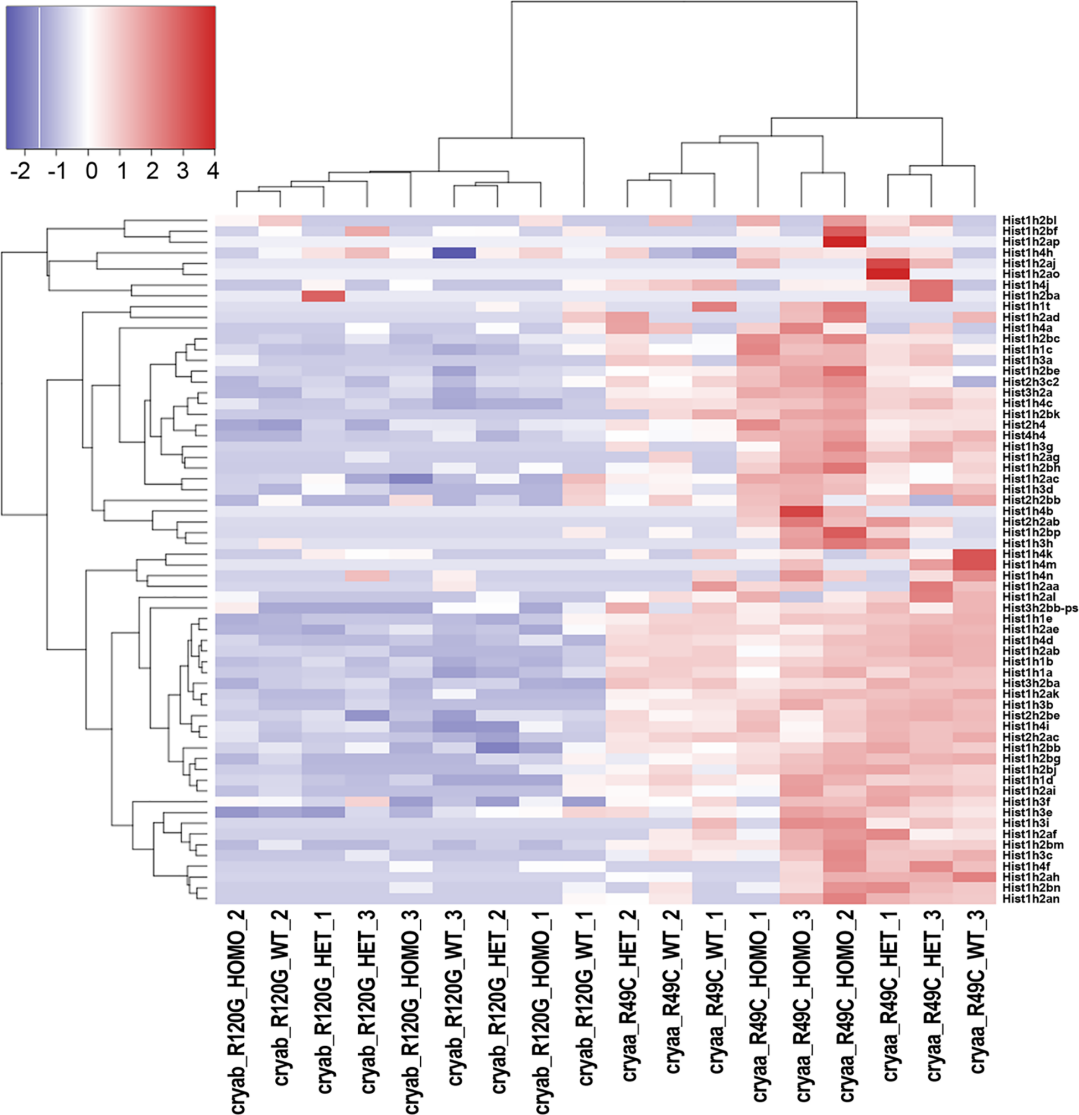
The heat map for change in histone genes in *Cryaa*-R49C and *Cryab*-R120G knock-in mutant lenses as displayed by the R package heatmap3 [31]. In order to illustrate relative log 2 fold-changes across samples, the values displayed per gene represent log 2 transformed counts-per-million with a prior count of 2, which were then rescaled to a mean of 0 with a standard deviation of 1. The genes and samples were then re-organized by hierarchical clustering to illustrate the similarity of expression changes within and across genotypes. In one of the WT samples, the analysis of histone gene expression appeared more like that of the *Cryaa*-R49C-het sample, indicating that variability in the expression of the histone genes can occur even within the same genotype. This outlier was not the result of a sample mix-up, because the non-histone genes exhibited the same fold change and direction of change as the three genotypes.

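The mean log2 CPM of the 64 histone genes was -1.44, -1.34 and -1.28 in *Cryaa*-WT replicates 1, 2 and 3, and -1.11, -1.57 and -1.17 in *Cryaa*-R49C-het replicates 1, 2 and 3. *Cryaa*-WT replicate 3 therefore had the highest level of its genotype. All *Cryaa*-WT replicates lay between the lowest and the highest het replicate, so this does not set replicate 3 apart. With a prior count of 0.5 in place of 2, *Cryaa*-WT replicate 3 stood at -1.99 and the other *Cryaa*-WT replicates at -2.31 and -2.13. This choice moved the WT levels most. With library size alone, *Cryaa*-WT replicate 3 stood at -0.63 and the other *Cryaa*-WT replicates at -1.18 and -1.16. The *Cryaa*-R49C-het replicates 1, 2 and 3 then stood at -0.55, -1.27 and -0.5.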

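In *Clic5*, *Cryaa*-WT replicate 3 had 6.54 CPM, beside 6.26 and 8.81 CPM in the other WT libraries and 1.54 to 3.59 CPM in the *Cryaa*-R49C-het libraries. *Cryaa*-WT replicate 3 also lay with the other WT libraries, apart from the het libraries, in *Aebp1*, *Rsad2*, *Dynlt1b* and *Rgs4*. For other genes it lay with het libraries. The mean log2 CPM of 24 inner retina genes, a list fixed before the data were examined, was 1.56 in *Cryaa*-WT replicate 3, 0.67 and 0.66 in the other WT libraries, and 1.48, 0.37 and 1.68 in the 3 het libraries. For 27 photoreceptor genes, it was 0.85 in *Cryaa*-WT replicate 3, -0.63 and -0.77 in the other WT libraries, and 0.21, -0.58 and 1.14 in the het libraries.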

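*Slc6a13* (ENSMUSG00000030108, chromosome 6 of GRCm38 from 121300227 to 121337733) had 1 to 11 counts in the *Cryab*-WT libraries and 38 to 51 counts in the *Cryab*-R120G-het libraries, a log2 fold change of 2.58 (SE 0.50, FDR 0.207, or 1.82e-06 with all genes kept). *Ttr* rose from 3.00 ± 0.377 to 14.8 ± 8.95 CPM (SD, n = 3 each), a log2 fold change of 2.27 (SE 0.50, FDR 0.557, or 5.22e-11 with all genes kept). *Hba-a2* rose from 3.42 ± 3.64 to 16.5 ± 8.62 CPM (SD, n = 3 each), a log2 fold change of 2.32 (SE 0.70, FDR 0.994, or 8.05e-12 with all genes kept). *Tfap2b* had 0, 1 and 25 counts in the WT libraries and 17 to 44 counts in the het libraries, a log2 fold change of 1.56 (SE 1.27, FDR 1, or 0.00802 with all genes kept). The het libraries lay above the WT libraries in the first 3 genes and overlapped with them in *Tfap2b*. The only gene of this comparison that passed with filterByExpr was *Eno1b*, which rose from 0.625 ± 0.0370 to 5.14 ± 1.11 CPM (SD, n = 3 each; log2 fold change 3.01, SE 0.41, FDR 0.00258). Of the 25 genes of Table 3, 22 passed with all genes kept, and *Nrg4*, *Mansc1* and *Slc1a3* did not, with an FDR of 0.337, 0.147 and 0.261. The 25 genes of the likelihood-ratio test with estimateGLMRobustDisp dispersions shared 23 genes with the 140 genes of the quasi-likelihood test.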

The RNA-seq analysis likewise revealed that expression of 26 genes was significantly altered in *Cryab*-R120G-het mouse lenses (FDR<0.05; Table 3), and these differentially expressed genes included *Slc6a13* (5.3-fold linear increase), *Ttr* (4.1-fold), *Tfap2b* (24.5-fold), and *Hba-a2* (8.6-fold). These results were validated by qPCR, and a 2.6-fold increase in *Hba-a2*, a 6.8-fold increase in *Ttr*, and a 1.5-fold increase in *Slc6a13* expression were revealed. 

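With the likelihood-ratio test and estimateGLMRobustDisp dispersions, 178 genes passed between *Cryab*-R120G-homo and WT lenses, 155 higher and 23 lower, and 119 of them were among the 302 genes of the quasi-likelihood test. Of the 140 genes of *Cryab*-R120G-het lenses, 112 were also among the 302, all in the same direction, and both comparisons use the same WT libraries. Both *Eno1b* and *Bco2* passed, with all genes kept, in all alternative models and with each library left out. With filterByExpr and without *Cryab*-WT replicate 2, only 1 gene passed, upward, so *Bco2* did not. *Bco2* (ENSMUSG00000032066, chromosome 9 of GRCm38 from 50533087 to 50555181) fell from 5.99 ± 1.49 CPM in WT to 0.684 ± 0.134 CPM in homo (SD, n = 3 each), a log2 fold change of -3.15 (SE 0.47, FDR 0.00736, or 5.27e-12 with all genes kept). *Eno1b* had a log2 fold change of 3.08 (SE 0.40, FDR 0.00169, or 6.33e-10 with all genes kept).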

In lenses from *Cryab*-R120G-homo mice, 103 genes were significantly altered compared to gene expression in WT mouse lenses (S5 Table). Among these, *Slc6a13* was increased 5.7-fold and 1.7-fold based on the RNA-seq and qPCR results, respectively, and *Ttr* was increased 3.8-fold and 5.1-fold based on RNA-seq and qPCR, respectively (S5 Table). 

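In *Cryab*-R120G-homo lenses, *Slc6a13* had 44 to 67 counts per library and 3.55 ± 0.216 CPM (SD, n = 3), a log2 fold change of 2.71 (SE 0.49, FDR 0.0353, or 2.92e-07 with all genes kept) against WT. *Ttr* had 11.4 ± 3.51 CPM (SD, n = 3), a log2 fold change of 1.92 (SE 0.50, FDR 0.41, or 1.03e-07 with all genes kept). All homo libraries lay above all WT libraries in both genes.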

No marked differences in the expression or transcription of histone genes were detected among the lenses from *Cryab*-R120G WT and *Cryab*-R120G-het mice. However, transcripts for the variant histone H2A.X increased 2.6-fold in the lenses of *Cryab*-R120G-homo mice as compared with *Cryab*-R120G WT lenses. In addition, our data indicated that histones were downregulated in the lenses from *Cryab*-R120G mice compared with *Cryaa*-R49C mice, perhaps due to the older age of the *Cryab*-R120G mice.

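For the 64 histone genes of Fig 3 as a set, the median log2 fold change was -0.10 in *Cryab*-R120G-het lenses, with 16 genes higher and 36 lower than in WT (fry, adjusted p = 0.599), and -0.25 in *Cryab*-R120G-homo lenses, with 11 genes higher and 39 lower (fry, adjusted p = 0.441). Most of these genes have few counts here: 46 in het and 45 in homo had a group at the floor of 3 counts, and 37 had both. Of the 18 and 19 genes above the floor, 6 and 4 were higher and 12 and 15 lower. With camera's preset correlation the adjusted p was 0.0206 and 0.00148, and with its estimated correlation 0.565 and 0.478. With all genes kept, *Hist1h1e* passed downward in both genotypes. It had 24 to 103 counts in the WT libraries, 19 to 32 in the het libraries and 22 to 27 in the homo libraries, and its FDR was 0.00611 and 0.000485. With filterByExpr, 0 histone genes passed in het and 0 in homo, where 1 and 3 had an unadjusted p under 0.05. The histone genes together had 180 to 278 CPM in the WT libraries, 153 to 197 CPM in the het libraries and 146 to 162 CPM in the homo libraries, below each WT library, with the highest sum in *Cryab*-WT replicate 1.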

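*H2afx* (ENSMUSG00000049932, chromosome 9 of GRCm38 from 44334694 to 44336077) had 4.64 ± 2.97 CPM in *Cryab*-WT, 6.14 ± 0.679 CPM in *Cryab*-R120G-het and 10.2 ± 1.03 CPM in *Cryab*-R120G-homo lenses (SD, n = 3 each). The log2 fold change of homo against WT was 1.16 (SE 0.33, FDR 0.452, or 0.00574 with all genes kept), and that of het against WT was 0.42 (SE 0.33, FDR 1). All homo libraries lay above all WT libraries. Without *Cryab*-WT replicate 2 the FDR of the homozygous change with all genes kept was 0.443, and without *Cryab*-WT replicate 3 it was 0.208.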

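Across all libraries, 58 of the 64 histone genes were lower in the 9 libraries of the *Cryab*-R120G line than in the 9 of the *Cryaa*-R49C line, with a median log2 difference of -1.64 (fry, adjusted p = 4e-04 over the 21 lists). The median over all genes was -0.17. In the *Cryab* line, 37 of the 64 histone genes were at the floor of 3 counts in both het and WT, so the size of their difference rests on low counts. With library size alone, the median was -2.66 for the histone genes and -1.56 for all genes. With camera's correlation estimated from the data, the set did not pass (adjusted p = 0.343), and its preset correlation gave 0.000137.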

**Table 3:** List of top 30 genes with altered abundance in *Cryab*-R120G-het mouse lenses.

Entrez gene ID	Gene name	Protein ID	Linear fold change	Log fold change	*p*-value	FDR
NA	*Gm11942*	predicted gene 11942	72.5	6.18	6.86E-14	1.83E-09
433182	*Eno1b*	enolase 1B, retrotransposed	8.16	3.0	5.57E-13	7.44E-09
13806	*Eno1b*	enolase 1B, retrotransposed	8.16	3.03	5.57E-13	7.44E-09
14412	*Slc6a13*	solute carrier family 6	5.29	2.40	4.54E-08	4.04E-04
110257	*Hba-a2*	hemoglobin alpha, adult chain 2	8.63	3.11	1.25E-07	8.37E-04
57811	*Rgr*	retinal G protein coupled receptor	8.30	3.05	2.18E-07	1.17E-03
11656	*Alas2*	aminolevulinic acid synthase 2, erythroid	11.4	3.51	3.64E-07	1.62E-03
15122	*Hba-a1*	hemoglobin alpha, adult chain 1	7.90	2.98	6.35E-07	2.42E-03
15129	*Hbb-bs*	hemoglobin, beta adult s chain	8.20	3.04	1.40E-06	4.67E-03
100503605	*Hbb-bs*	hemoglobin, beta adult s chain	8.20	3.04	1.40E-06	4.67E-03
15130	*Hbb-bs*	hemoglobin, beta adult s chain	8.20	3.04	1.40E-06	4.67E-03
13190	*Dct*	dopachrome tautomerase	4.08	2.03	2.16E-06	5.79E-03
114142	*Foxp2*	forkhead box P2	98.3	6.62	2.17E-06	5.79E-03
20431	*Pmel*	premelanosome protein	4.34	2.12	2.97E-06	6.62E-03
22139	*Ttr*	transthyretin	4.13	2.05	2.83E-06	6.62E-03
21419	*Tfap2b*	transcription factor AP-2 beta	24.5	4.62	3.74E-06	7.68E-03
15130	*Hbb-bt*	hemoglobin, beta adult t chain	9.52	3.25	6.09E-06	1.09E-02
101488143	*Hbb-bt*	hemoglobin, beta adult t chain	9.52	3.25	6.09E-06	1.09E-02
15129	*Hbb-bt*	hemoglobin, beta adult t chain	9.52	3.25	6.09E-06	1.09E-02
NA	*Gm15610*	predicted gene 15610	200.2	7.66	6.00E-06	1.09E-02
12842	*Col1a1*	collagen, type I, alpha 1	3.96	1.98	1.88E-05	3.14E-02
14282	*Fosb*	FBJ osteosarcoma oncogene B	-4.71E+03	-1.22E+01	2.11E-05	3.31E-02
22228	*Ucp2*	uncoupling protein 2 (mitochondrial, proton carrier)	3.08	1.62	3.54E-05	4.97E-02
317758	*Gimap9*	GTPase, IMAP family member 9	69.1	6.11	3.43E-05	4.97E-02
19699	*Reln*	reelin	6.76	2.76	4.51E-05	6.02E-02
20150	*Slc1a1*	solute carrier family 1	27.6	4.79	5.83E-05	7.42E-02
83961	*Nrg4*	neuregulin 4	-2.87	-1.52	6.71E-05	8.15E-02
67729	*Mansc1*	MANSC domain containing 1	18.0	4.17	8.37E-05	9.72E-02
20512	*Slc1a3*	solute carrier family 1	7.18	2.84	9.78E-05	9.76E-02
20476	*Six6*	sine oculis-related homeobox 6	5.67	2.50	1.06E-04	9.76E-02

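Hemoglobin and related transcripts in the *Cryab* libraries were compared with WT in both genotypes. *Hbb-ba* and *Hbb-b1* are not symbols of the counts, which list the adult beta-globin genes of this locus as *Hbb-bs* and *Hbb-bt*. In *Cryab*-R120G-het lenses, the log2 fold change was 2.04 (SE 0.82) for *Hbb-bs*, 2.22 (SE 0.91) for *Hbb-bt*, 2.30 (SE 0.73) for *Hba-a1* and 2.32 (SE 0.77) for *Alas2*, all upward. With all genes kept, the FDR was 4.86e-12, 2.49e-13, 7.02e-13 and 4.79e-07, and with filterByExpr none of the 4 passed (FDR 1, 1, 0.996 and 0.998). In *Cryab*-R120G-homo lenses, the log2 fold change was 0.83 (SE 0.80) for *Hbb-bs*, 1.07 (SE 0.89) for *Hbb-bt*, 0.83 (SE 0.73) for *Hba-a1*, 0.96 (SE 0.70) for *Hba-a2* and 1.42 (SE 0.78) for *Alas2*. With all genes kept, *Hbb-bt* and *Alas2* passed, with an FDR of 0.0073 and 0.0241, and *Hba-a2* did not (FDR 0.0935). With the replicate number as a block, *Hba-a2*, *Hba-a1* and *Hbb-bs* also passed, with an FDR of 0.00226, 0.00289 and 2.34e-06. These transcripts spread widely within WT. *Hba-a2* had 7.59 CPM in *Cryab*-WT replicate 1 and 0.909 and 1.75 CPM in the other WT libraries, and without *Cryab*-WT replicate 1 its log2 fold change in homo was 2.26 (FDR 2.02e-07 with all genes kept). *Alas2* had 3.37, 0.195 and 0.511 CPM in the 3 WT libraries.

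**Figure D3:**
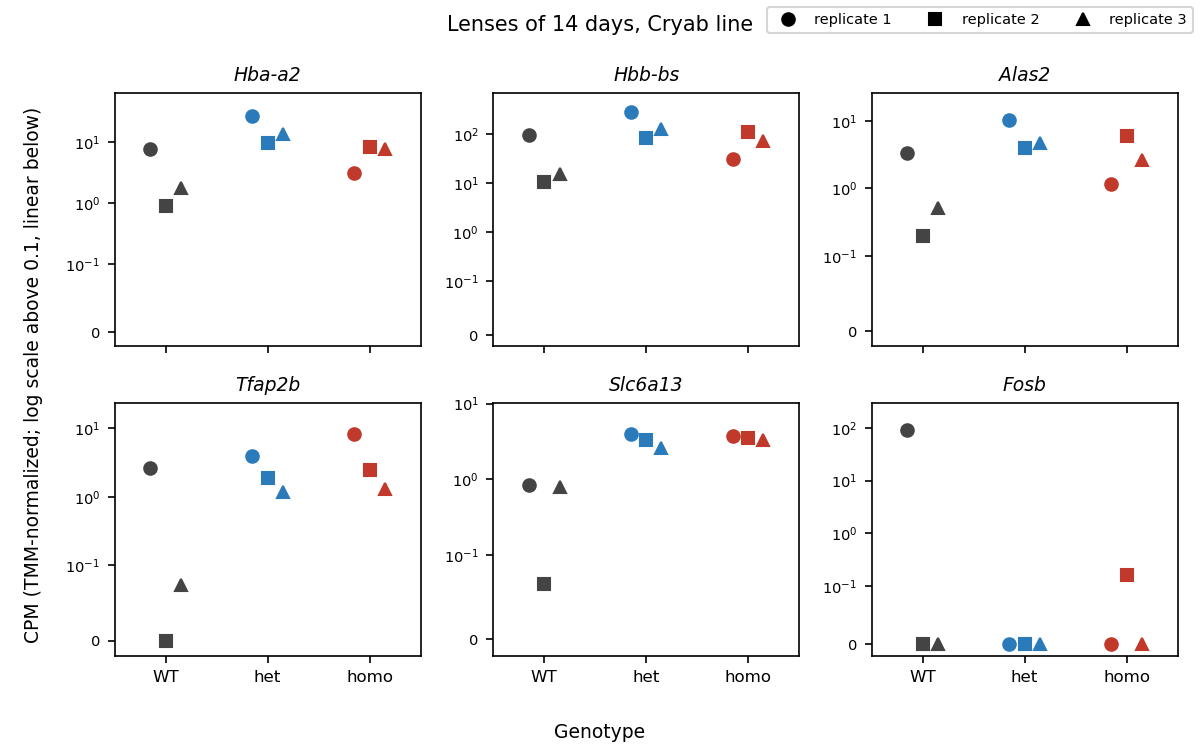
CPM of *Hba-a2*, *Hbb-bs*, *Alas2*, *Tfap2b*, *Slc6a13* and *Fosb* in each of the 9 libraries of this line (n = 3 per genotype), with a log scale above 0.1 and a linear scale below; each point is a library and its shape gives the replicate. *Cryab*-WT replicate 1 is the highest WT library for *Hba-a2*, *Hbb-bs*, *Alas2*, *Tfap2b* and *Fosb*.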

The top 30 genes that were differentially expressed in lenses from *Cryab*-R120G-het and *Cryab*-R120G-homo mice, when compared with *Cryab*-R120G-WT mice included the downregulation of *Hbb-ba*, *Hbb-b1*, *Hba-a1*, *Hba-a2*, *Alas2*, *Slc6a13*, and *Tfapb2* (Fig 4). 

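*Fosb* (ENSMUSG00000003545, chromosome 7 of GRCm38 from 19302696 to 19310051) had 872 counts, or 92.0 CPM, in *Cryab*-WT replicate 1 and 0 counts in the other WT libraries. It had 0 counts in each *Cryab*-R120G-het library and 0 to 3 counts in the *Cryab*-R120G-homo libraries. Over the WT mean, het was at least 138-fold lower and homo at least 159-fold lower against a floor of 3 counts, and this bound rests on *Cryab*-WT replicate 1 alone: without it, the fitted log2 fold change of *Fosb* was 0 in het and 3.66 in homo.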

Marked upregulation of *FosB* was detected in one of the three *Cryab*-R120G-WT samples despite no apparent changes in hemoglobin gene expression, indicating the possibility that this sample could be an outlier. 

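Among the 64 genes with a *Hist* symbol, 0 passed upward in *Cryab*-R120G-homo against WT lenses, and 7 had an unadjusted p under 0.05 in either direction. *H2afx*, which has another kind of symbol, had 37 to 76 counts in the *Cryab*-WT libraries and 123 to 215 counts in the homo libraries.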

Only one histone transcript *H2afx*, for the variant histone H2A.X, showed a significant 2.9-fold increase in the lenses of *Cryab*-R120G homo mice (S5 Table).

**Fig 4:**
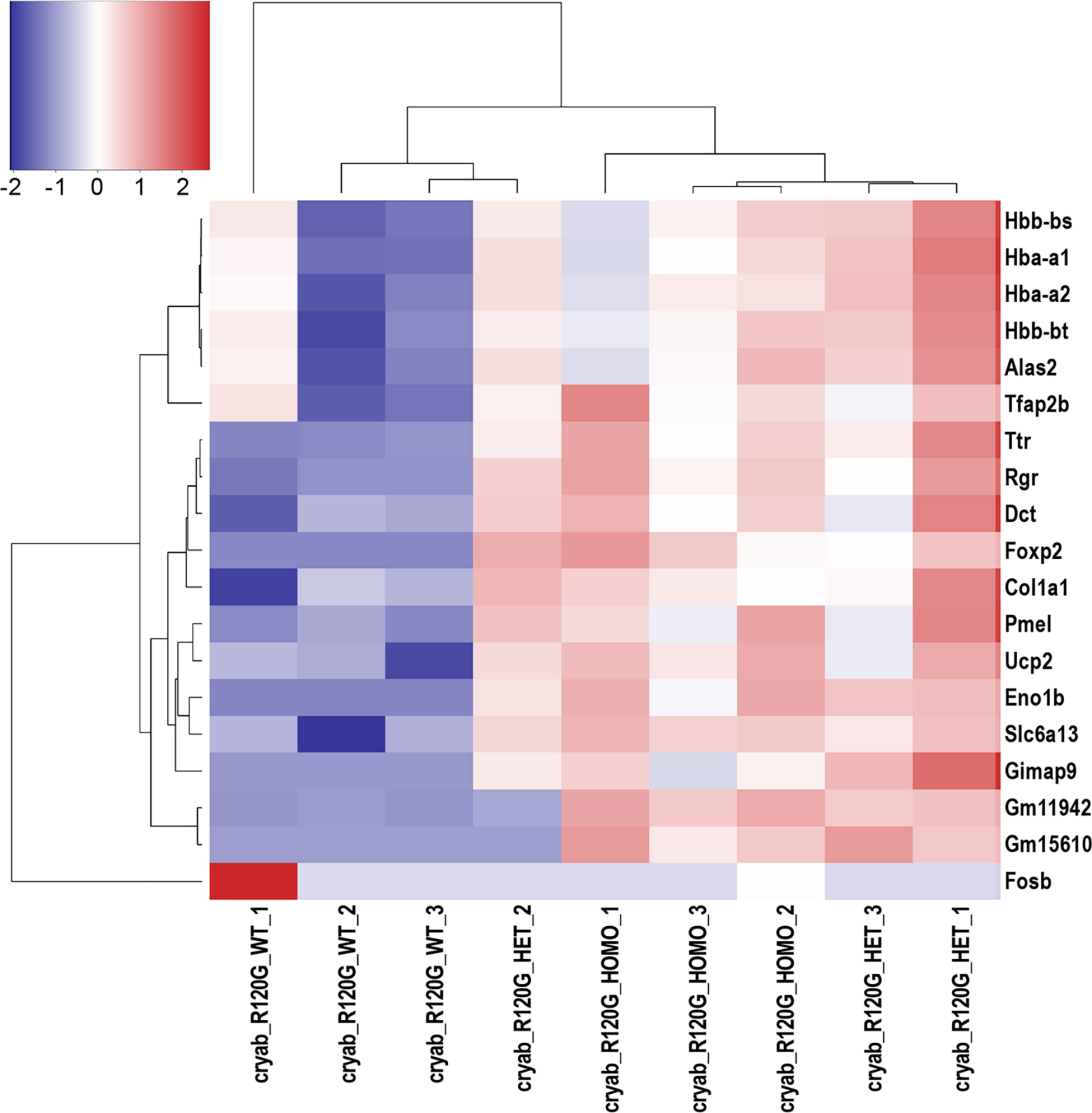
Heat maps of genes with altered expression in *Cryab*-R120G knock-in mutant lenses as displayed by the R package heatmap3 [31]. In order to illustrate relative log 2 fold-changes across samples, the values displayed per gene represent log 2 transformed counts-per-million with a prior count of 2, which were then rescaled to a mean of 0 with a standard deviation of 1. The genes and samples were then re-organized by hierarchical clustering to illustrate the similarity of expression changes within and across genotypes.

The changes in gene expression in lenses from the *Cryaa*-R49C and *Cryab*-R120G mutated mice were examined using KEGG analysis (Fig 5). This analysis demonstrated that these mutations affect genes in a wide range of metabolic pathways (S6 and S7 Figs). 

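The KEGG analysis itself was not repeated here; lists of genes for single pathways, written before the data were examined, were tested with fry. In *Cryaa*-R49C-homo against WT lenses, the 16 selenocompound metabolism enzymes had a median log2 fold change of 0.34, with 12 higher and 3 lower (adjusted p = 0.023). The adjusted p rose above 0.05 without each of 5 libraries in turn, to 0.0968 without *Cryaa*-WT replicate 2. In *Cryaa*-R49C-het lenses, the median was 0.21 (adjusted p = 0.396). Steroid hormone, mucin-type O-glycan and linoleic acid genes were not analysed here.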

The top metabolic pathways identified in lenses with the *Cryaa*-R49C mutation were those for steroid hormone biosynthesis, selenocompound metabolism, mucin-type O-glycan biosynthesis, and linoleic acid metabolism. In the *Cryab*-R120G mutant lenses, the affected metabolic pathways were those for pyrimidine metabolism, aminoacyl t-RNA biosynthesis, protein processing in the endoplasmic reticulum, and cardiac muscle contraction pathways. In addition, pathways for ribosomal RNA metabolism, spliceosome and cytokine-cytokine receptor interaction were among the metabolic pathways that were affected in lenses with either *Cryaa*-R49C or *Cryab*-R120G mutation. 

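In *Cryab*-R120G-het and *Cryab*-R120G-homo against WT lenses, the 20 aminoacyl-tRNA synthetases had a median log2 fold change of 0.14 and 0.02 (fry, adjusted p = 0.452 and 0.835). For 27 pyrimidine metabolism enzymes the medians were 0.10 and -0.05 (adjusted p = 0.733 and 0.97), and for 24 chaperones of the endoplasmic reticulum 0.04 and 0.03 (adjusted p = 0.97 and 0.821). Cardiac muscle contraction genes were not analysed here.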

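The 39 spliceosome genes had a median log2 fold change of 0.24 in *Cryaa*-R49C-het (31 higher, adjusted p = 0.105), 0.33 in *Cryaa*-R49C-homo (32 higher, adjusted p = 0.023), 0.04 in *Cryab*-R120G-het (25 higher, adjusted p = 0.835) and -0.04 in *Cryab*-R120G-homo lenses (17 higher, adjusted p = 0.853). With library size alone the adjusted p in *Cryaa*-R49C-homo was 0.0629. It was also above 0.05 without each of 5 of the 6 libraries in turn, from 0.0549 to 0.0968, and stayed below it only without *Cryaa*-R49C-homo replicate 3 (0.00277). The homozygous effect on this list differed between the lines (median log2 difference -0.40, adjusted p = 0.0383). Ribosomal RNA metabolism and cytokine receptor genes were not analysed here.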

The involvement of the steroid biosynthesis pathway in lenses with the *Cryaa*-R49C mutation is interesting because recent findings indicate that certain topically applied cholesterol derivatives suppress lens opacities in mice with the *Cryab*-R120G or *Cryaa*-R49C mutations [32].

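For 20 sterol synthesis enzymes, the median log2 fold change was 0.38 in *Cryaa*-R49C-het lenses, with 17 higher (fry, adjusted p = 0.438), and 0 in *Cryaa*-R49C-homo lenses, with 10 higher and 10 lower (adjusted p = 0.825). Since fry asks for a shift in 1 direction, it does not test changes that go both ways.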

**Fig 5:**
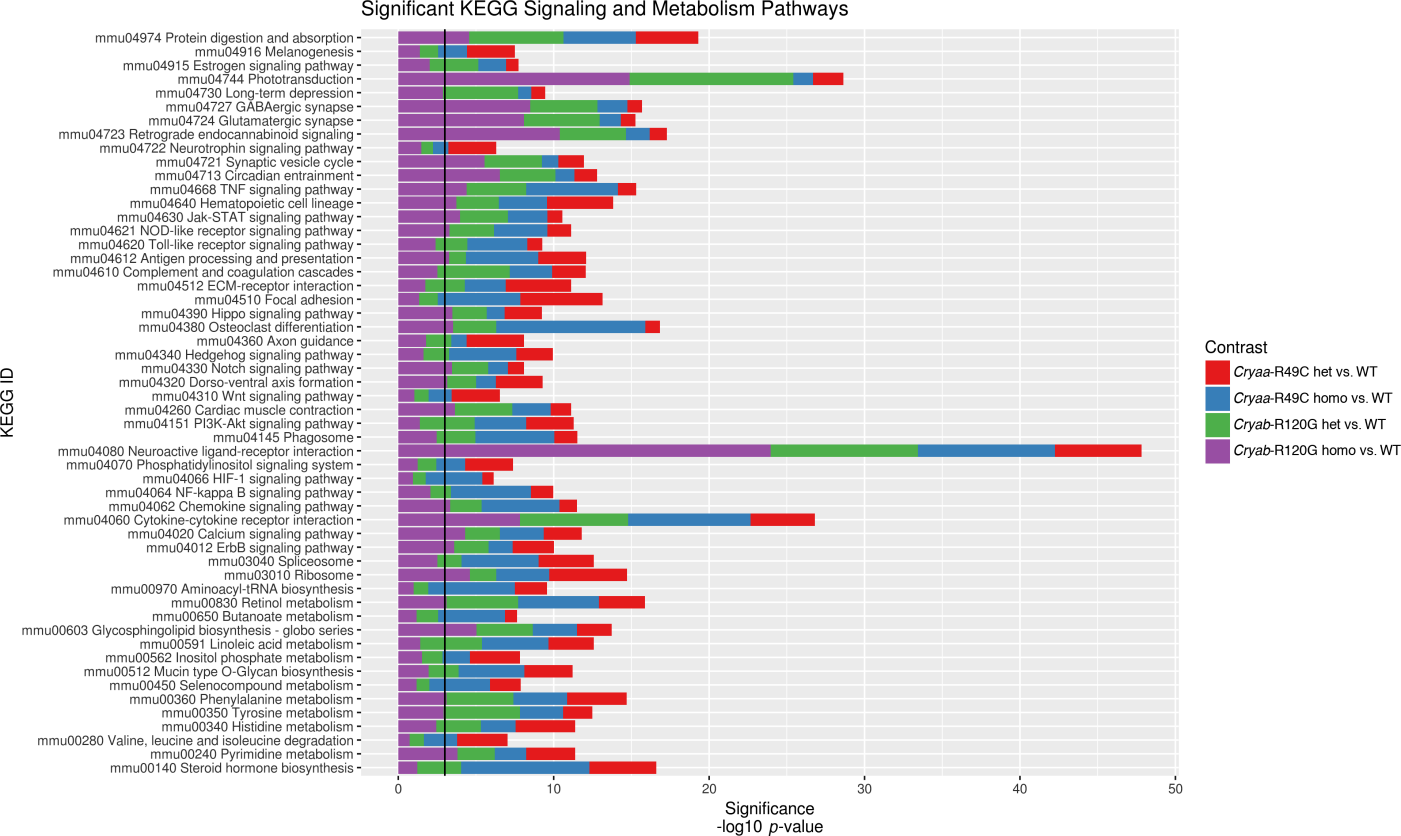
Barplot of significantly perturbed KEGG signaling and metabolism pathways across all four mutant genotypes. The statistical significance shown on the x-axis has been–log 10 scaled. Each pathway has 4 stacked bars showing the significance (not the magnitude) of each pathway for each genotype. The *p*-value cutoff of 0.05 is indicated by the vertical black line, to differentiate pathways significant for one genotype versus the others.

## Discussion

The arginine 49 to cysteine mutation in αA-crystallin (*Cryaa*-R49C) and arginine 120 to glycine mutation in αB-crystallin (*Cryab*-R120G) are associated with autosomal dominant human cataracts [7, 8]. We developed knock-in mouse models to investigate the mechanism of hereditary cataract formation and demonstrated that the knock-in mice develop cataracts, and undergo changes in abundance of specific lens protein at an early postnatal age [9, 10]. In this study, we sought to determine whether apparent 2-3-fold increases in histone expression we observed by proteomic analysis occurred at the transcriptional level in *Cryaa*-R49C and *Cryab*-R120G knock-in mutant lenses obtained from young mice at an early postnatal age [20]. Our findings indicate an increase in the transcript levels of specific histones, suggesting that mutant αA-crystallin protein affects the transcript levels of certain histone genes. 

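All histone genes of Fig 3 together had 132 to 160 CPM in the *Cryaa*-WT libraries, 169 to 176 CPM in the *Cryaa*-R49C-het libraries and 212 to 262 CPM in the *Cryaa*-R49C-homo libraries, so the sums of the 3 genotypes did not overlap. Each such comparison of 3 libraries with 3 has an exact two-sided permutation p of 0.1, the smallest possible. *Hist1h1c* and *Hist1h2bc* made 44.5% to 59.1% of the histone counts of the WT libraries, 57.0% to 69.9% in het and 69.1% to 84.6% in homo. From the increase in specific histone transcripts, the paper proposes that the mutant αA-crystallin protein affects the transcript levels of certain histone genes.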

We investigated lenses from 2-day-old *Cryaa*-R49C mice because an increase in histone levels was previously observed via proteomics analysis at this age [20]. The heat maps showed an increase in numerous histone transcripts in the *Cryaa*-R49C knock-in mutant mouse lenses. These findings suggest that the previously reported increase in histones observed by proteomics analysis occurred at the transcript level. Interestingly, transcripts for the core histones H2A, H2B, and H4, which are regulated during the cell cycle, were significantly enhanced in the *Cryaa*-R49C homo lenses, suggesting that the increased expression of histones may be a beneficial response induced in the absence of any wild type αA-crystallin protein. In addition, the increase in transcripts for histone H1, which binds to the linker DNA between the nucleosomes and is thought to be important for the higher order structure of chromatin [33] in *Cryaa*-R49C homo lenses suggest a role for the αA-crystallin in the higher order structure of chromatin. Moreover, the observed increases in histone transcripts in *Cryaa*-R49C homo lenses, as well as the increase in histone *H2afx* transcripts in *Cryab*-R120G homo lenses suggest that histone expression is selectively regulated in the absence of any wild type αA- or αB-crystallin proteins in mouse lenses. Whether such an increase in histone expression occurs during aging or cataract development in the human lens remains to be investigated.

These findings are particularly important since small heat shock proteins have been shown to be involved in regulating transcription [34] and αA-crystallin has been reported to interact with a sequence in γ-crystallin gene promoters and helps regulate their transcription [35, 36]. The increase in H2A.X in the *Cryab*-R120G homo lenses is also consistent with the role of α-crystallin in the lens nucleus, since *Cryab* null mouse lens epithelial cells had increased genomic instability and an increased proportion of polyploid cells in vitro, and *Cryaa* null mouse lens epithelial cells had reduced proliferation in vivo [37, 38]. In addition, the supply of histones has been shown to regulate the timing of the S-phase and progression of the cell cycle [39]. Furthermore, an increase in expression of α-crystallin occurs as lens epithelial cells enter the cell cycle, and cell cycle entry into the S phase is delayed in lens epithelial cells derived from *Cryaa*;*Cryab* gene knockout (DKO) null mice [40, 41]. Studies on lenses show that lens-specific chromatin domain borders are marked by histone H3 acetylation [42]. In addition, the histone chaperone NASP has been found to fine-tune a reservoir of soluble histone H3-H4 [43]. Thus, one function of α-crystallin may be as a tunable reservoir of histones, although additional studies are required to investigate the possibility that α-crystallin modulates the soluble histone pool in the lens. Although α-crystallin is predominantly a cytoplasmic protein, it has been detected in the nuclei of rat lens epithelial explants, and in other organelles such as the Golgi and mitochondria, and the *Cryaa*-R49C mutant protein is expressed mainly in the nucleus of transfected lens epithelial cells, where it may bind histones [7, 44]. Intriguingly, recent work suggests that aging is associated with a significant loss of histone proteins, and increasing the histone supply supports lifespan extension in yeast [45]. Thus, the physiological relevance of increased histone transcripts in the lenses of mice during early cataract development may be a beneficial response. Further studies using co-immunolocalization studies and PLA are underway, as these results are necessary for functional interpretation of the transcript data.

RNA-seq has previously been used to probe the transcriptional changes that occur during lens differentiation, development and cataract [46–49]. Our studies revealed a significant level of lncRNAs in the postnatal mouse lenses in agreement with previous studies on embryonic mouse lenses. Importantly, our RNA-seq data indicate that transcriptional changes in the lenses of *Cryaa*-R49C and *Cryab*-R120G mutant mice occurred at an early age, despite the relatively small increase in the molecular weight of α-crystallin at these ages (S6 Table). In addition to histones, RNA-seq analysis also identified many genes that exhibited altered abundance in the mutant lenses. For example, in *Cryaa*-R49C-het mouse lenses, decreased levels of *Clic5*, an intracellular chloride channel that stabilizes membrane-actin filament linkages on hair cells, are consistent with a role of α-crystallin in stabilizing actin filaments [50, 51]. Similarly, downregulation of the transcription factors *Aebp1* and *Rsad2*, which are regulators of cell differentiation, suggest that these proteins are likely associated with early changes in cataract development [52, 53]. *Ddit3*, also known as CHOP, is an ER overload response transcription factor and a proapoptotic gene, was markedly increased in *Cryaa*-R49C-homo lenses, consistent with prior reports of upregulation of the CHOP protein in adult *Cryaa*-R49C-homo lenses [54]. This finding suggests that some of the observed changes in gene expression in *Cryaa*-R49C-homo lenses may be related to the strong upregulation of *Ddit3*. Also, the expression of *Trib3*, an unfolded protein response (UPR) gene, was increased 509-fold in the lenses from *Cryaa*-R49C-homo mice. *Trib3* is also enhanced during cataract development in major intrinsic protein of lens fiber (MIP)-mutant mice [55]. The expression of *Chac1*, a cation transport regulator that is also involved in ER stress, was increased in the *Cryaa*-R49C-homo mouse lenses, as in the MIP-mutant lenses [56]. In contrast, the decreased expression of *Tcp11*, a determinant of sperm morphology, as well as the decreased expression of *Stx11*, a gene involved in tumor suppression, suggest roles for these factors in the small eye phenotype of the *Cryaa*-R49C-homo lenses [57, 58]. In addition, the decreased expression of *Hspb1*, which encodes Hsp27 and is related to actin cytoskeletal dynamics, is consistent with the protective effect of α-crystallin on actin [20].

The expression of *Slc6a13*, which encodes a transporter that regulates the entry of solutes including amino acids into cells [59], was increased 5.3-fold and 5.7-fold in *Cryab*-R120G-het and *Cryab*-R120G-homo mouse lenses, respectively, compared with expression in WT lenses. The 24-fold increase in *Cryab*-R120G-het mouse lenses for *Tfap2b*, which encodes a transcription factor that plays a role in development and survival, suggests that this mutation affects lens development and morphology, a phenotype that was reported previously [10, 60]. 

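In *Cryab*-WT replicate 1, *Tfap2b* had 2.64 CPM, beside 0 and 0.0730 CPM in the other WT libraries and 1.17 to 3.92 CPM in the *Cryab*-R120G-het libraries. In *Cryab*-R120G-homo lenses, its log2 fold change against WT was 2.41 (SE 1.21, FDR 0.844, or 1.74e-08 with all genes kept).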

Our findings also demonstrate a 48-fold increase in *Vax203* gene expression, and this gene is linked with transcription factors that are known to play a role in eye development and function [61]. Furthermore, the observed 4-fold increase in *Ttr*, which can form amyloids, is involved in cardiomyopathy and is a carrier of retinol, suggesting a role for this protein in cataract development in *Cryab*-R120G-het mouse lenses [62, 63]. 

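*Vax203* is not a symbol of the counts, and the gene taken for it here is *Vax2os* (ENSMUSG00000085794), an antisense gene on chromosome 6 of GRCm38 from 83692806 to 83712201. It had 0 to 8 counts in the *Cryab*-WT libraries, 2 to 7 counts in the *Cryab*-R120G-het libraries and 10 to 35 counts in the *Cryab*-R120G-homo libraries. The log2 fold change of homo against WT was 2.62 (SE 0.92, FDR 0.618, or 0.0211 with all genes kept), and homo and WT libraries overlapped after scaling. The FDR with all genes kept was 0.471 without *Cryab*-WT replicate 2, 0.514 without *Cryab*-WT replicate 3 and 0.561 without *Cryab*-R120G-homo replicate 1.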

Finally, the increase in *Hba-a2* in the *Cryab*-R120G-het lenses suggests an effect of oxidative stress in the *Cryab*-R120G-mutant cataracts, since hemoglobin monomers have been found in vertebrate tissues other than blood, where they play a role in modulating the redox balance [64–67]. At present we have not investigated the role of α-crystallin chaperone function on gene expression changes. Studies reported in the literature suggest that the *Cryaa*-R49C and *Cryab*-R120G mutations cause structural changes in α-crystallin, and these changes may reduce chaperone function [68, 69]. Importantly, the gene expression changes observed in this study do not necessarily indicate corresponding changes in the protein levels. While it is interesting and perhaps informative to speculate on the relationship between the alterations in transcripts and functional relevance, further studies will be necessary to validate the altered transcript levels and to determine whether these changes are related to actual protein level changes as well as to specific lens functions.

In summary, we identified genes that were altered in early cataract development due to mutations in *Cryaa* and *Cryab* genes. Some of the identified genes are known to be involved in development, transport, apoptosis, and UPR. We also demonstrated an increase in the expression of several histone genes. Given the importance of histones in cell growth and genomic stability, our data provide further insight into the mechanism of hereditary cataract formation. Further work is necessary to fully understand the relationship between α-crystallin mutations, histone integrity, and cataract development. Additionally, the identification of pathways affected by α-crystallin mutations may accelerate the development of non-surgical therapeutic approaches to treat cataract.

## Supporting information

S1 Fig Transcript biotype distribution of *Cryaa*-R49C and *Cryab*-R120G mouse lenses used in this study. (DOCX) Click here for additional data file.

S2 Fig Gene biotype analysis of *Cryaa*-R49C and *Cryab*-R120G mouse lenses used in this study. (DOCX) Click here for additional data file.

S3 Fig End bias plots for the RNA-seq analysis. (DOCX) Click here for additional data file.

S4 Fig Pearson correlation plots for the RNA-seq analysis. (DOCX) Click here for additional data file.

S5 Fig MDS plots. Samples that are less similar are separated by larger distances, whereas samples that are most similar occupy closer positions in the plots. At the gene level, the *Cryaa*-R49C-homo samples were clustered together on the x- and y-axes and were separated from the spots corresponding to WT and *Cryaa*-R49C-het samples. In contrast, at the transcript level, two of the *Cryaa*-R49C-homo samples were separated from the third, demonstrating the biological coefficient of variation between the three replicates. *Cryab*-R120G mouse lenses were separated from the *Cryaa*-R49C mouse lenses along the second dimension (y-axis). The *Cryab* samples exhibited increased variance between the three genotypes. That is, each of the three WT, heterozygous, and homozygous *Cryab*-R120G mutants varied significantly.
(DOCX) Click here for additional data file.

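The *Cryaa*-R49C-homo libraries lay apart from the WT libraries in most of the changed genes, and they were also the most uneven of this line. Crystallin genes held 61.2%, 37.7% and 23.9% of the counts in *Cryaa*-R49C-homo replicates 1, 2 and 3, and between 46.3% and 49.0% in the WT libraries. Pearson's r across genes between homo libraries ranged from 0.962 to 0.983, between WT libraries from 0.977 to 0.984, and between het libraries from 0.981 to 0.986.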

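Within the *Cryab*-R120G line, Pearson's r across genes ranged from 0.946 to 0.974 between WT libraries, from 0.968 to 0.977 between het libraries and from 0.967 to 0.975 between homo libraries. The mean log2 CPM of the photoreceptor list was 4.52, -0.42 and 1.08 in *Cryab*-WT replicates 1, 2 and 3, so the WT libraries differed from one another by up to 4.94, more than the difference of 2.15 between the homo and WT means.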

S6 Fig Output of GAGE and Pathview KEGG analysis for 2-day-old *Cryaa*-R49C mouse lenses. Blue boxes represent down-regulated genes or complexes of genes or their proteins and yellow boxes are up-regulated genes or complexes of genes or proteins. Data are plotted on a compressed mean log 2 fold-change scale. (A) *Cryaa*-R49C-het vs. WT lenses; (B) *Cryaa*-R49C-homo vs. WT lenses.
(PDF) Click here for additional data file.

S7 Fig Output of GAGE and Pathview KEGG analysis for 14-day-old *Cryab*-R120G mouse lenses where blue boxes represent down-regulated genes or complexes of genes or their proteins and yellow boxes are up-regulated genes or complexes of genes or their proteins. Data are plotted on a compressed mean log 2 fold-change scale. (A) *Cryab*-R120G-het vs. WT lenses; (B) *Cryab*-R120G-homo vs. WT lenses.
(PDF) Click here for additional data file.

S1 Table The number of lenses used in each sample. (XLSX) Click here for additional data file.

S2 Table A list of qPCR primers (life technologies) used in this study. (XLSX) Click here for additional data file.

S3 Table STAR summary. (XLS) Click here for additional data file.

S4 Table List of altered genes in *Cryaa*-R49C-homo mouse lenses with FDR<0.05. (XLSX) Click here for additional data file.

S5 Table List of altered genes in *Cryab*-R120G-homo mouse lenses with FDR<0.05. (XLSX) Click here for additional data file.

S6 Table Molecular weight (MW) of α-crystallin from *Cryaa*-R49C and *Cryab*-R120G knock-in mouse lenses. (DOCX) Click here for additional data file.

## Abbreviations

BSA: bovine serum albumin
FDR: false discovery rate
GAGE: generally applicable gene-set enrichment
GPC: gel permeation chromatography
GEO: Gene Expression Omnibus
het: heterozygous
homo: homozygous
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNAs: long non-coding RNAs
MA plots: log ratio and mean average plots
MDS plots: multi-dimensional scaling plots
NCBI: National Center for Biotechnology Information
PBS: phosphate-buffered saline
qPCR: real-time quantitative PCR
STAR: Spliced Transcripts Alignment to Reference
TMM: trended mean of M values
UPR: unfolded protein response
WT: wild-type

# Supplementary material for: Probing the changes in gene expression due to α-crystallin mutations in mouse models of hereditary human cataract
**Source:** PLoS One. 2018 Jan 16;13(1):e0190817. doi: 10.1371/journal.pone.0190817
**Supplement:** S1 Fig

**S1 Fig**

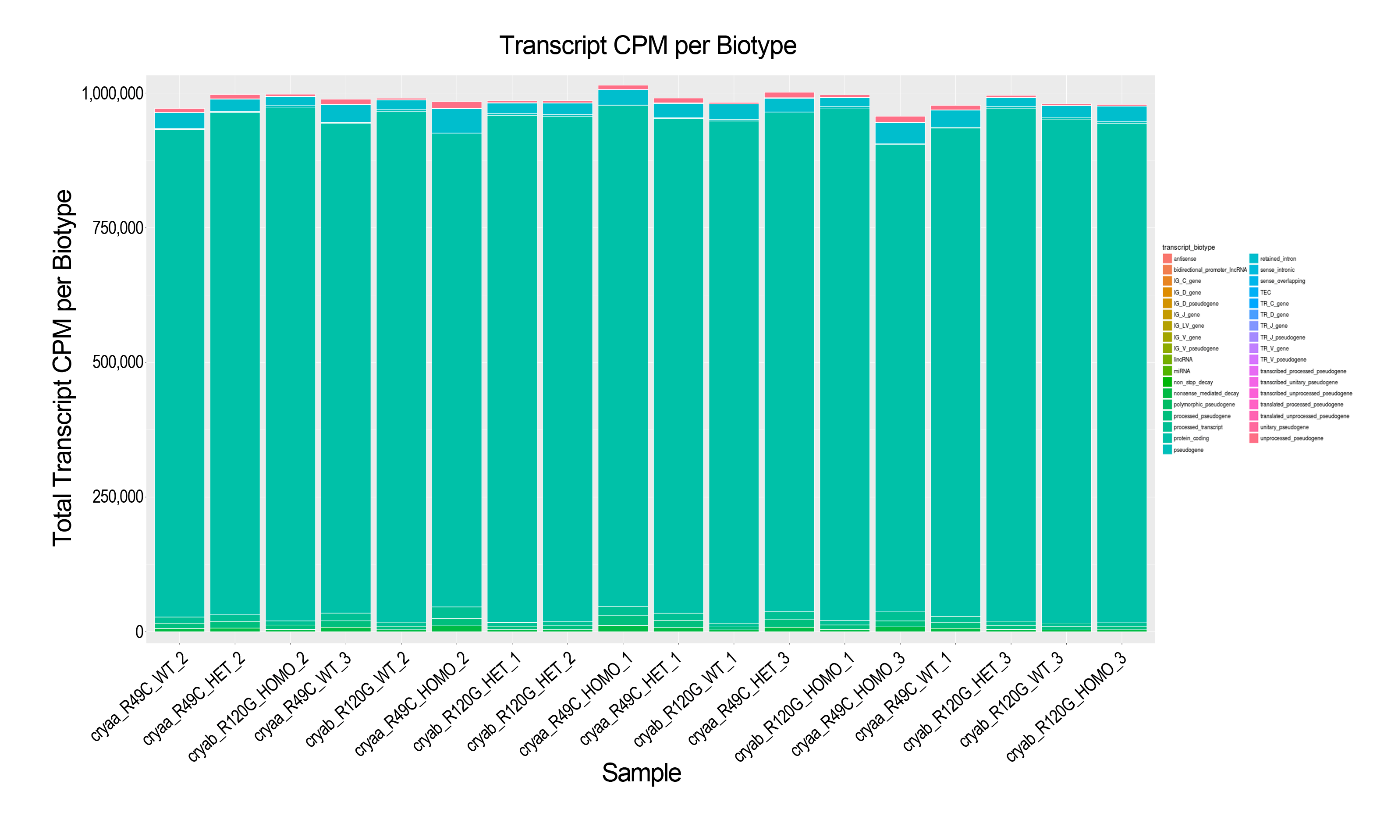

**S1 Fig:** Transcript biotype distribution of *cryaa*-R49C and *cryab*-R120G mouse lenses used in this study.

# Supplementary material for: Probing the changes in gene expression due to α-crystallin mutations in mouse models of hereditary human cataract
**Source:** PLoS One. 2018 Jan 16;13(1):e0190817. doi: 10.1371/journal.pone.0190817
**Supplement:** S5 Fig — Samples that are less similar are separated by larger distances, whereas samples that are most similar occupy closer positions in the plots. At the gene level, the Cryaa-R49C-homo samples were clustered together on the x- and y-axes and were separated from the spots corresponding to WT and Cryaa-R49C-het samples. In contrast, at the transcript level, two of the Cryaa-R49C-homo samples were separated from the third, demonstrating the biological coefficient of variation between the three replicates. Cryab-R120G mouse lenses were separated from the Cryaa-R49C mouse lenses along the second dimension (y-axis). The Cryab samples exhibited increased variance between the three genotypes. That is, each of the three WT, heterozygous, and homozygous Cryab-R120G mutants varied significantly.

**S5 FIG**

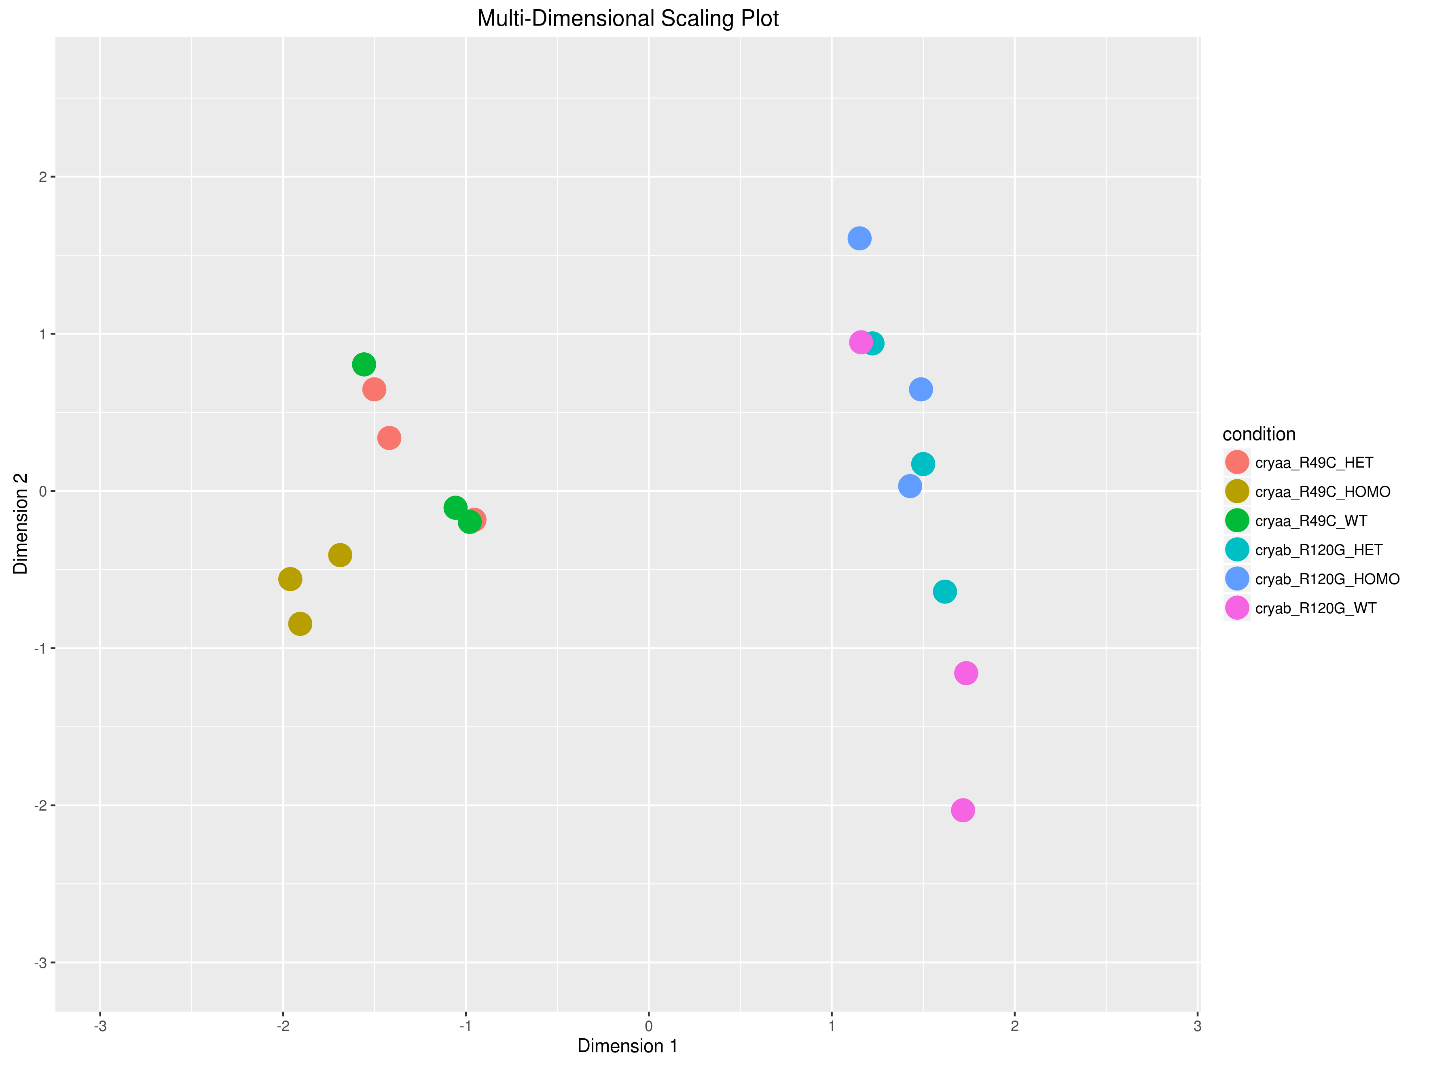

**S5 Fig:** MDS plots. Samples that are less similar are separated by larger distances, whereas samples that are most similar occupy closer positions in the plots. At the gene level, the *cryaa*-R49C-homo samples were clustered together on the x- and y-axes and were separated from the spots corresponding to WT and *cryaa*-R49C-het samples. In contrast, at the transcript level, two of the *cryaa*-R49C-homo samples were separated from the third, demonstrating the biological coefficient of variation between the three replicates. *Cryab*-R120G mouse lenses were separated from the *cryaa*-R49C mouse lenses along the second dimension (y-axis). The *cryab* samples exhibited increased variance between the three genotypes. That is, each of the three WT, heterozygous, and homozygous *cryab*-R120G mutants varied significantly.

# Supplementary material for: Probing the changes in gene expression due to α-crystallin mutations in mouse models of hereditary human cataract
**Source:** PLoS One. 2018 Jan 16;13(1):e0190817. doi: 10.1371/journal.pone.0190817

S7A Fig

## TYROSINE METABOLISM

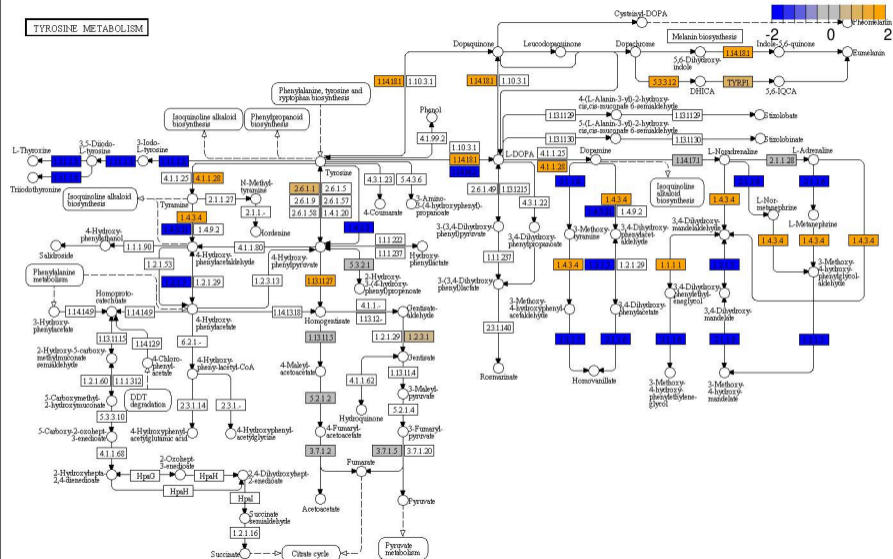

Data on KEGG graph  
Rendered by Pathview

### Hernandez et al.

## CXC subfamily

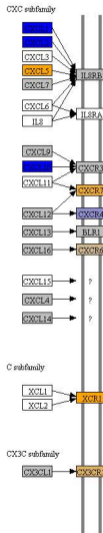

## CC subfamily

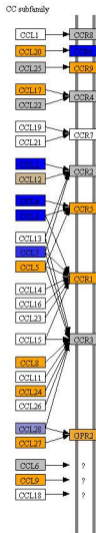

## C subfamily

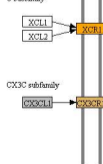

## CX3C subfamily

### Hernandez et al.

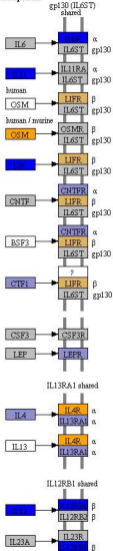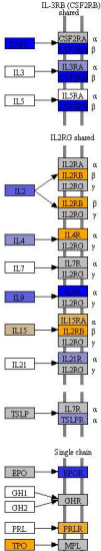

## PDGF Family

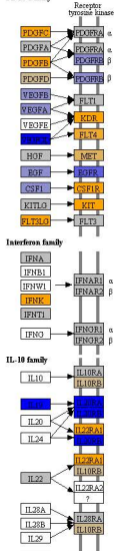

### TNF Family

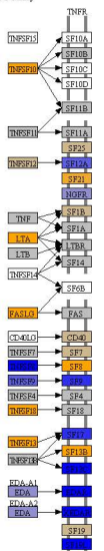TGF $\beta$  family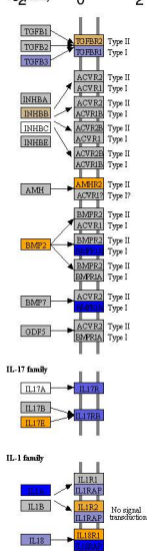

# NEUROACTIVE LIGAND-RECEPTOR INTERACTION

## GPCRs

### Class A Rhodopsin like Amino

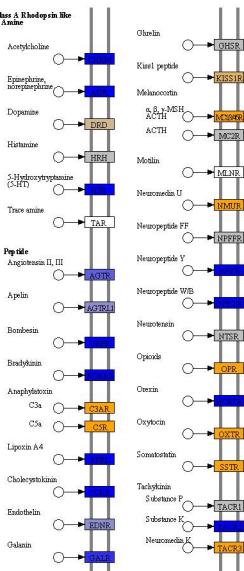

### Peptide

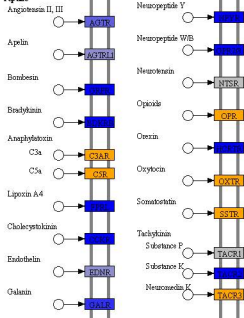

### Uroterin II

### Hormone protein

### Prostanoid

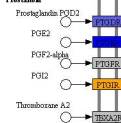

### Nucleotide like

### Cannabinoid

### Platelet-activating factor

### Gonadotropin-releasing hormone

### Thyrotropin-releasing hormone

### Melatonin

### Lysophospholipid and LPA

### Leukotriene B4

### Mas proto-oncogene

### Relaxin

### Cysteinyl-leukotriene

### Class B Secretin like

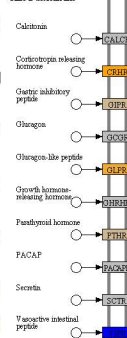

### Class C Metabotropic glutamate / hormone

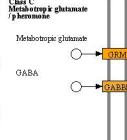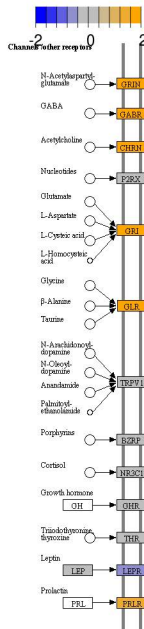

Channel/other receptors

-2 0 2

Channel/other receptors

Data on KEGG graph  
Rendered by Pathview

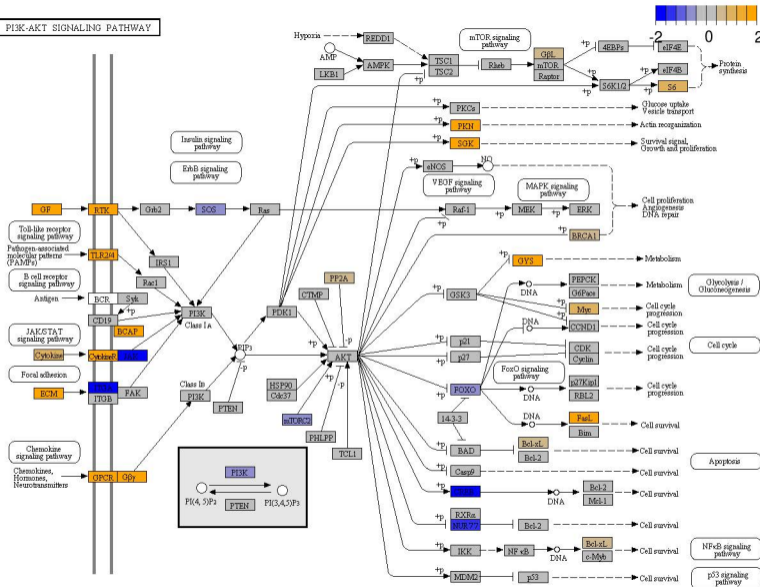

# CARDIAC MUSCLE CONTRACTION

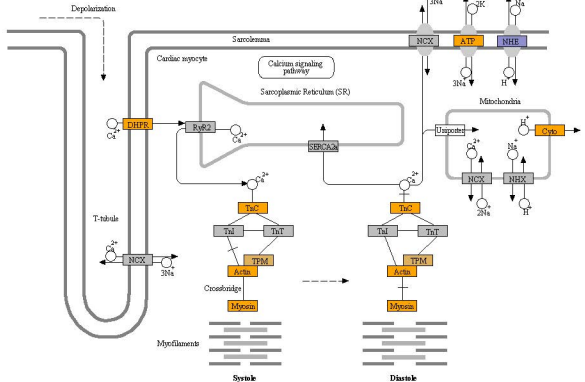

# SYNAPTIC VESICLE CYCLE

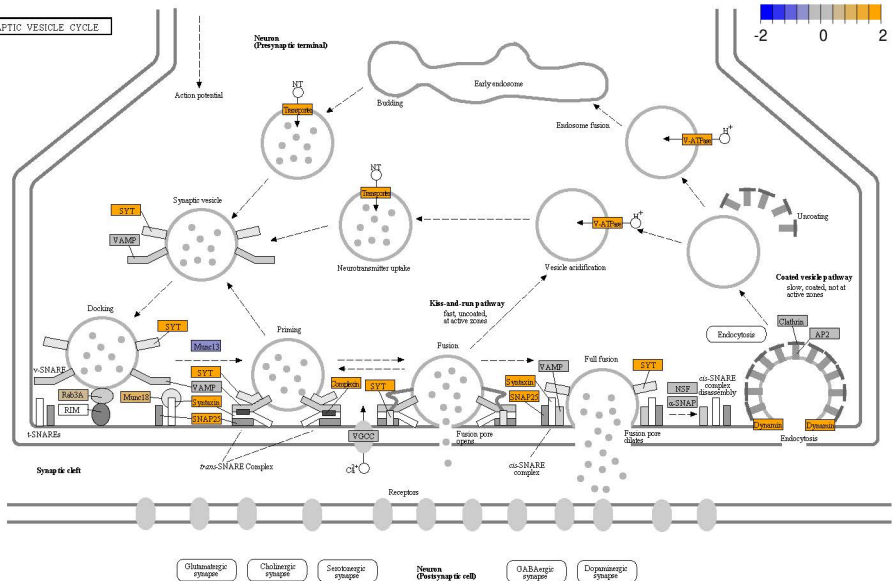

Glutamatergic synapse
Cholinergic synapse
Serotonergic synapse
Neuron (Postsynaptic cell)
GABAergic synapse
Dopaminergic synapse

# GABAergic SYNAPSE

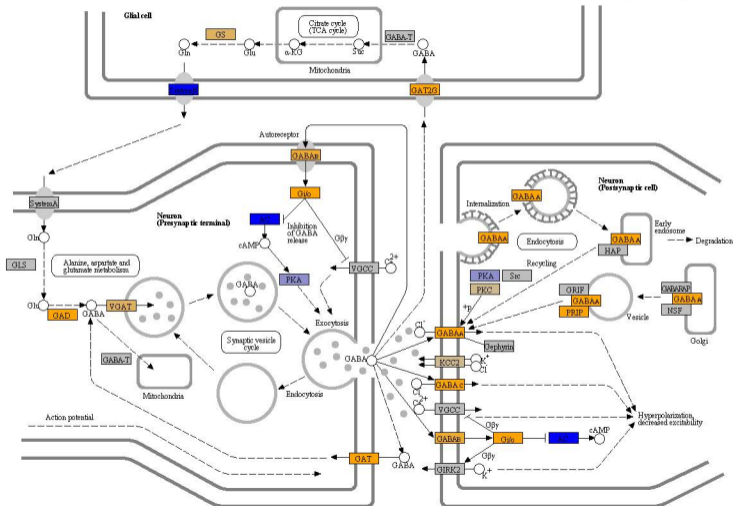

# LONG-TERM DEPRESSION

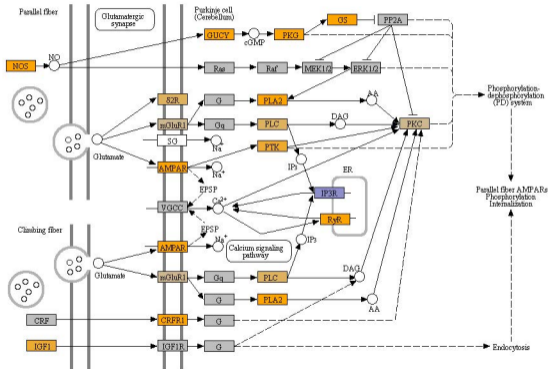

# PHOTOTRANSDUCTION

**DARK**

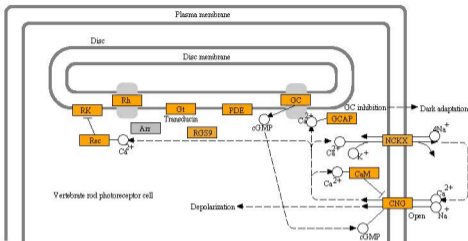

**LIGHT**

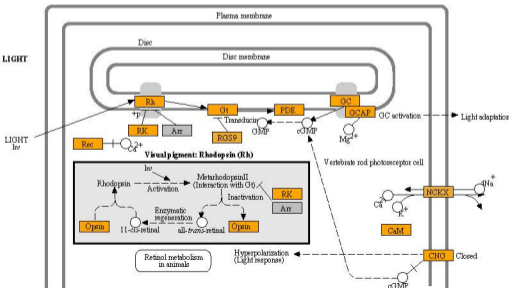

# ESTROGEN SIGNALING PATHWAY

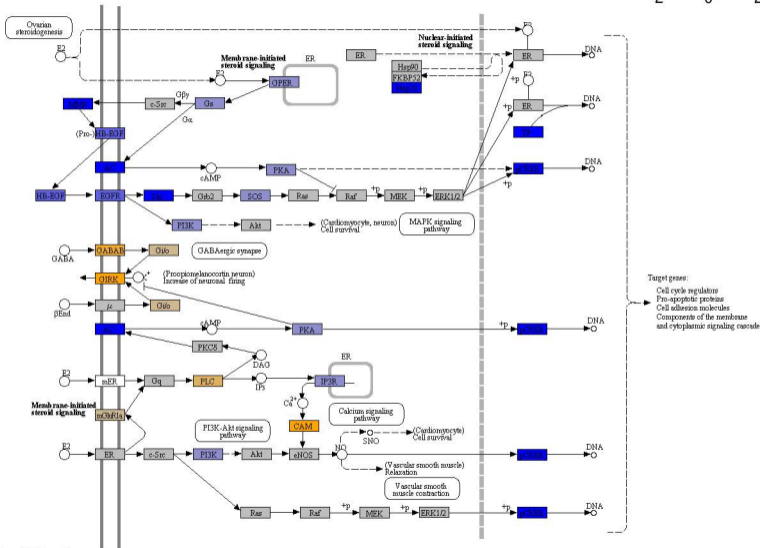

S7B Fig

# GLYCOSPHINGOLIPID BIOSYNTHESIS - GLOBOSERIES

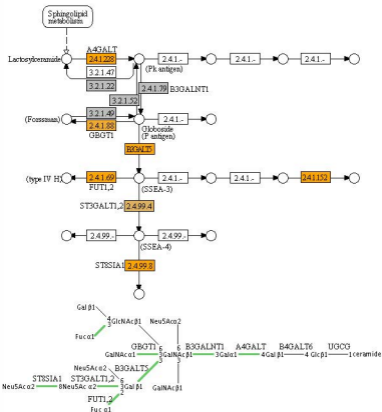

# ERBB SIGNALING PATHWAY

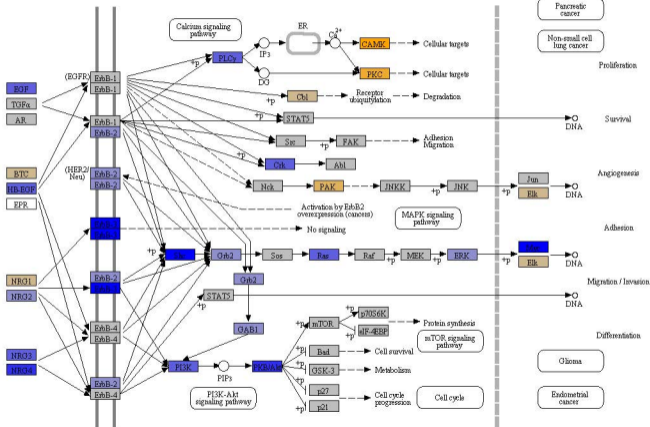

# CALCIUM SIGNALING PATHWAY

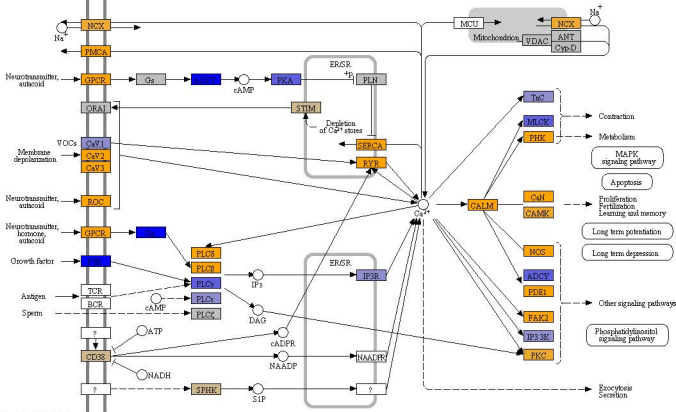

### Hematopoietins

## CXC subfamily

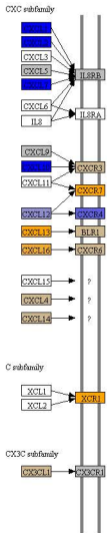

## CC subfamily

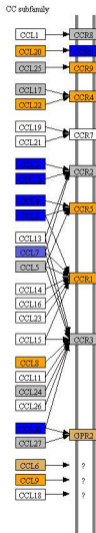

## C subfamily

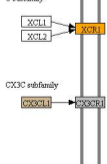

## CX3C subfamily

### Hematopoietins

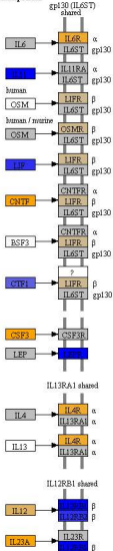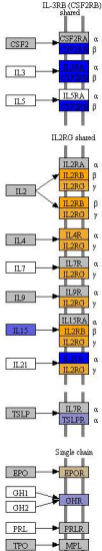

## PDGF Family

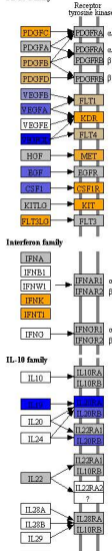

### TNF Family

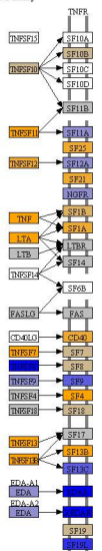TGF $\beta$  family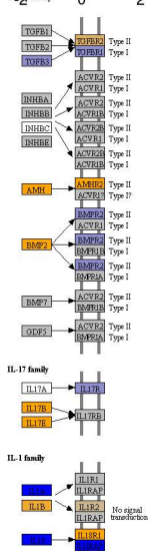

# NEUROACTIVE LIGAND-RECEPTOR INTERACTION

## GPCRs

### Class A Rhodopsin like Amino

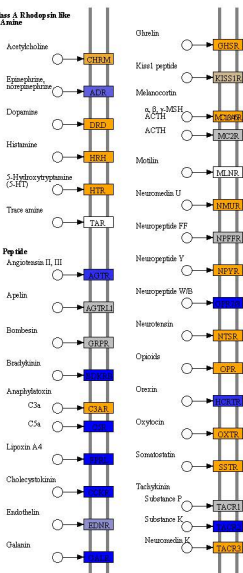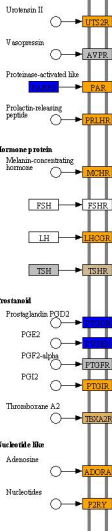

### Cannabinoid

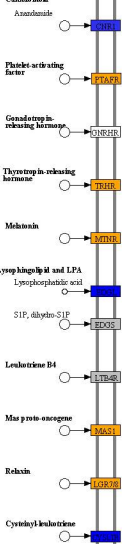

### Class B Secretin like

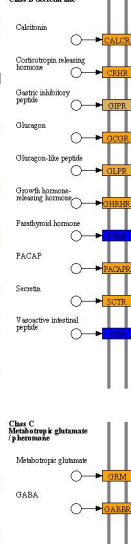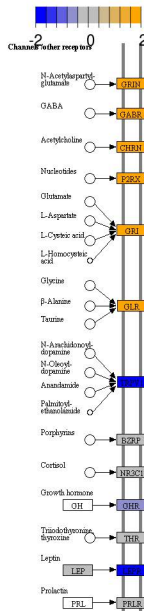

# DORSO-VENTRAL AXIS FORMATION (Grk/Egfr)

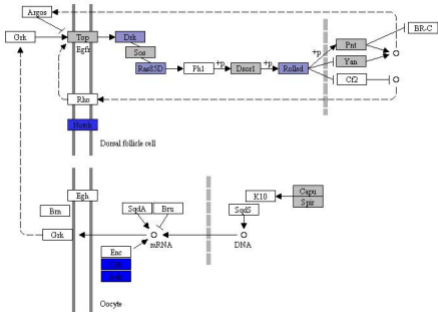

NOTCH SIGNALING PATHWAY

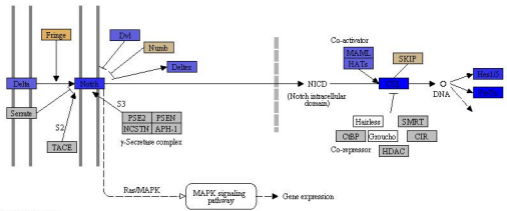

# HIPPO SIGNALING PATHWAY

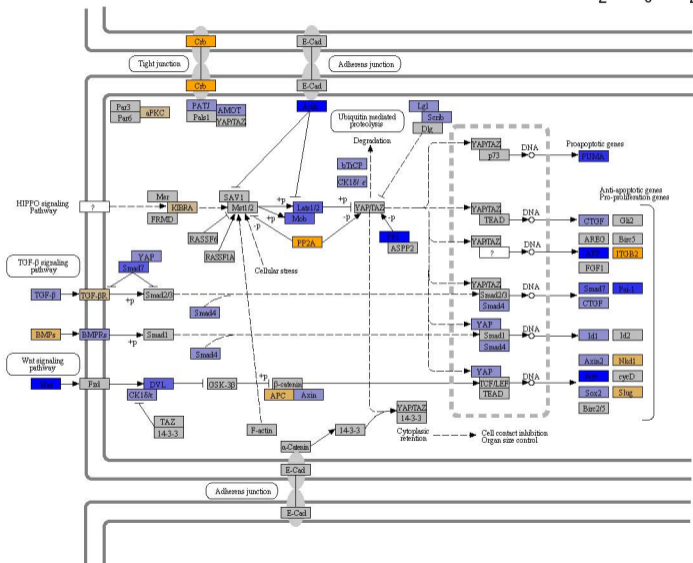

# JAK-STAT SIGNALING PATHWAY

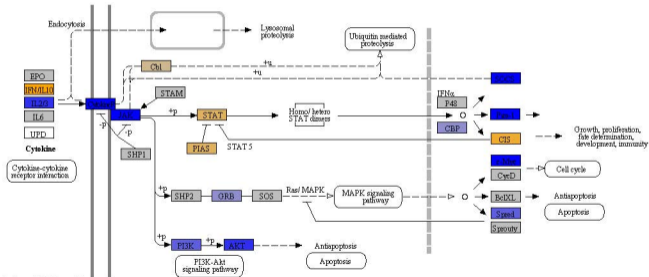

# TNF SIGNALING PATHWAY

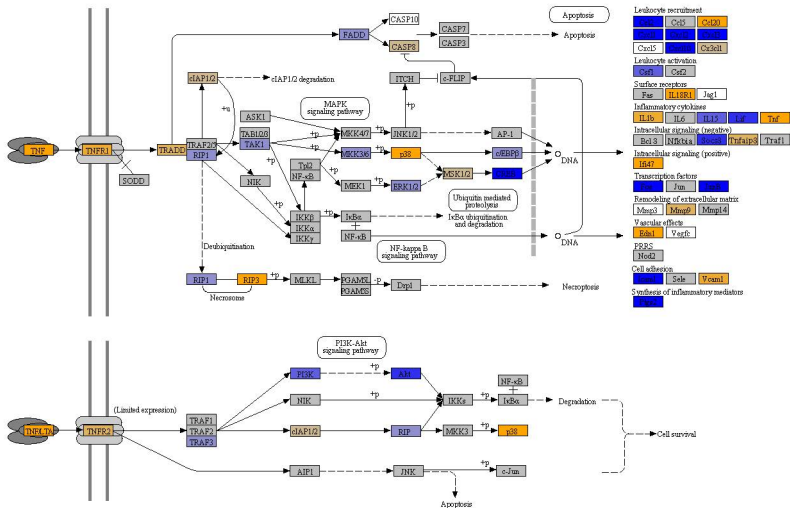

## CIRCADIAN ENTRAINMENT

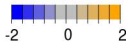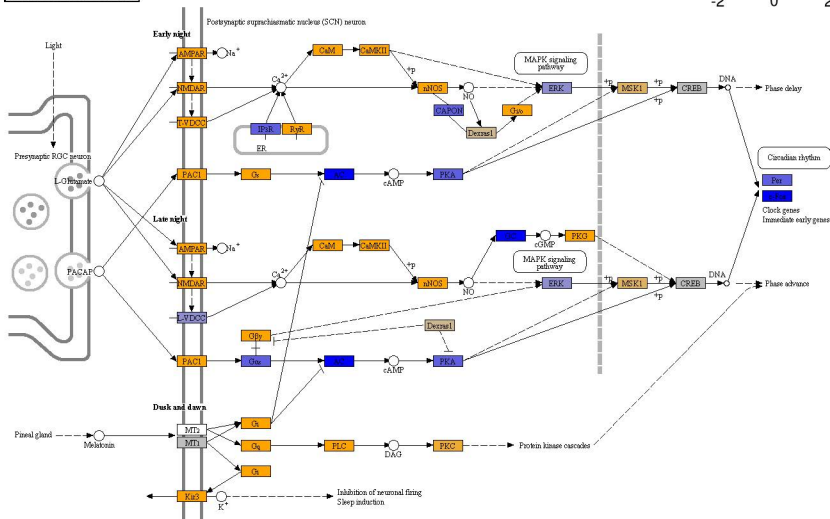

# SYNAPTIC VESICLE CYCLE

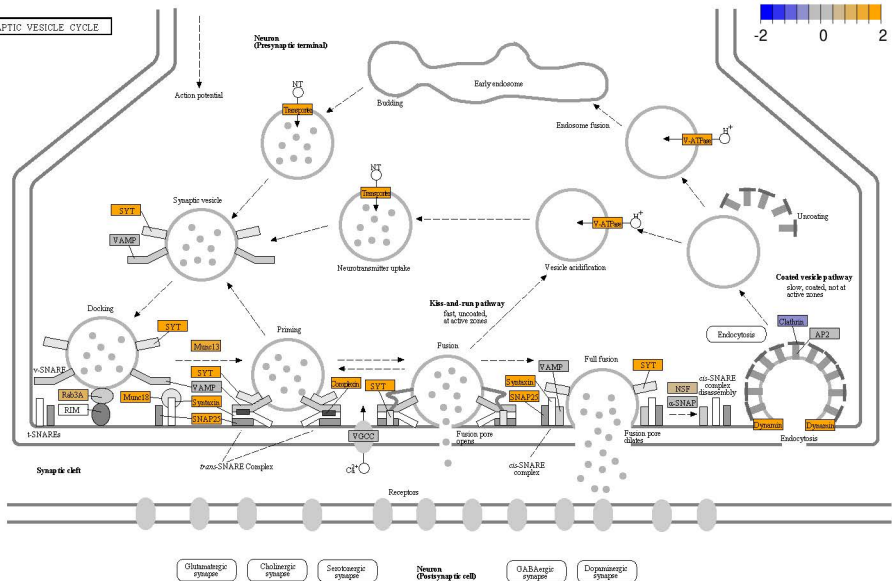

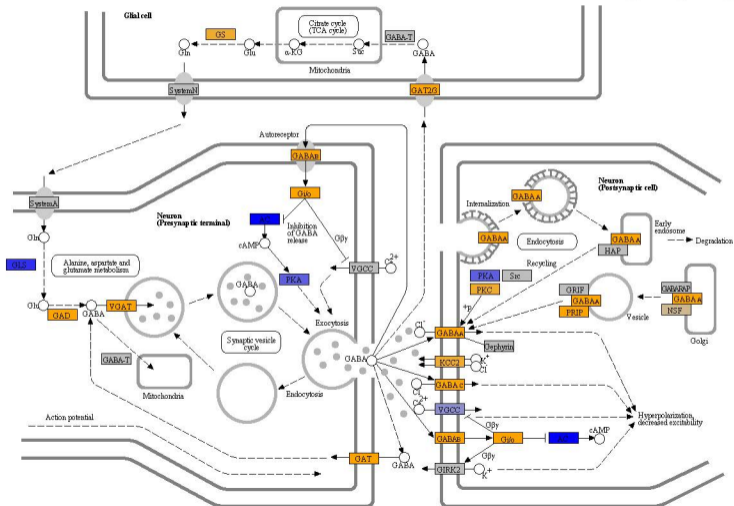

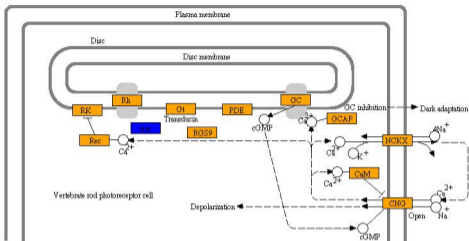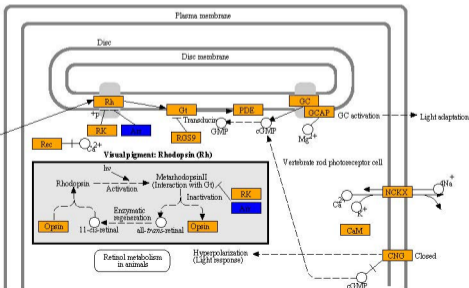

# PROTEIN DIGESTION AND ABSORPTION

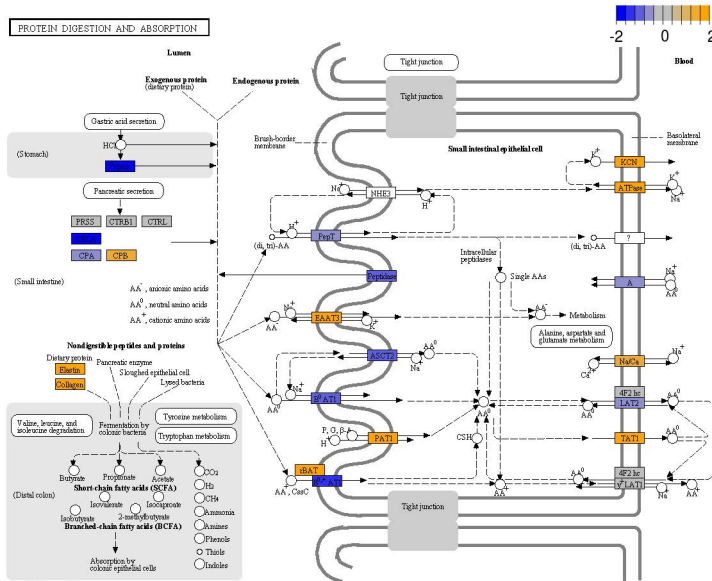

**Supplement:** S7 Fig — Data are plotted on a compressed mean log 2 fold-change scale. (A) Cryab-R120G-het vs. WT lenses; (B) Cryab-R120G-homo vs. WT lenses.

# Supplementary material for: Probing the changes in gene expression due to α-crystallin mutations in mouse models of hereditary human cataract
**Source:** PLoS One. 2018 Jan 16;13(1):e0190817. doi: 10.1371/journal.pone.0190817
**Supplement:** S6 Table

**Table S6.** Molecular weight (MW) of α-crystallin from *cryaa*-R49C and *cryab*-R120G knock-in mouse lenses.*^a^*

| Age (days) | Genotype | MW (Daltons) |
| --- | --- | --- |
|  |  |  |
| 2 | WT | 551,215 |
| 2 | *cryaa*-R49C-het | 547,817 |
| 2 | *cryaa*-R49C-homo | 714,721 |
|  |  |  |
| 14 | WT | 777,486 |
| 14 | *cryab*-R120G-het | 870,087 |
| 14 | *cryab*-R120G-homo | 974,769 |

*^a^*The molecular weights (MW) were determined by light scattering measurements from proteins separated by gel permeation chromatography. The age of the lenses was the same as the lenses analyzed by RNA-seq. MW is the weight average molecular weight. WT, Wild-type

How the deposited data were processed for this re-analysis (not part of the article)

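RNA from pooled mouse lenses was sequenced in 18 libraries, with 3 libraries in each of 6 groups. The groups were WT, het and homo lenses of the *Cryaa*-R49C line at 2 days of age and of the *Cryab*-R120G line at 14 days of age. Line and age therefore change together, and no value here separates them. A library held 4 to 10 lenses in the *Cryaa* line and 8 to 17 in the *Cryab* line. The age, the number of lenses and the genotype of each library were taken from the sample titles and the paper, since the genotype field of 6 *Cryab* libraries names the other line.

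The authors aligned single reads with STAR to the mouse GRCm38 assembly with Ensembl annotation and counted the uniquely aligned, unambiguous reads of each gene with featureCounts. The deposited count table holds these read counts without normalization, and its values were checked to be whole numbers. It has 41422 lines for 40800 Ensembl identifiers, because a gene with several Entrez identifiers is listed on several identical lines, of which 1 was kept. Deposited tables of CPM, of CPM divided by gene length, and of moderated log2 CPM hold the same reads and were not used here. The strand setting of the read counting is not stated. Gene positions and gene types came from the GENCODE vM21 annotation of the same assembly, joined by Ensembl identifier and used for chromosomes, for gene types and for the overlap of Gm42418 with an annotated rRNA gene.

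Library totals lay between 14272174 and 29639719 counts, and the TMM factors between 0.50 and 2.10. Levels were written as edgeR's CPM (each count over its library total, scaled) after TMM scaling, and as log2 CPM with a prior count of 2. Library size alone, without TMM scaling, was used for CPM over 1 in detection and in the filter. The same holds for the numbers of list genes that WT lenses express above 1 CPM. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold was given as a lower bound.

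Differential expression was computed with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 for the gene-list tests. The 26547 genes with at least 1 count in any library were scaled with TMM, and 1 model with the 6 groups was fitted to all 18 libraries. Dispersions were estimated robustly, and each contrast was tested with the quasi-likelihood test. An adjusted p or FDR is a Benjamini-Hochberg value over the genes of 1 contrast, and the threshold was 0.05. Genes counted once in all libraries together made the prior degrees of freedom infinite in this model. The number of changed genes of each contrast is therefore also given for the 13938 genes kept by filterByExpr, where the prior had 10.3 degrees of freedom, and standard errors come from that model. The contrasts were het against WT, homo against WT and homo against het in each line, and the difference between the lines in the homo effect.

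Gene lists were tested with fry on the same model. There were 21 lists, written before the data were examined: the histone genes of Fig 3, crystallins, other lens fibre genes, lens epithelium genes, ATF4 and CHOP targets, ER chaperones, p53 targets, heat shock targets, cell cycle genes, photoreceptor genes, inner retina genes, pigment epithelium and melanocyte genes, erythrocyte genes, macrophage and microglia genes, vessel and mesenchyme genes, RNAs without poly-A tails, aminoacyl-tRNA synthetases, selenocompound metabolism enzymes, sterol synthesis enzymes, pyrimidine metabolism enzymes and spliceosome genes. The 84 tests of these lists against WT were adjusted together, and the 21 tests of the difference between the lines were adjusted together. Each list was also tested without the genes that Tables 1 to 3, S4 Table or S5 Table name. Those genes were picked for their change in these libraries, so the genes left are selected for not changing, and this version is not used here. S4 Table is held here only in part, with 1979 genes. Values per library were compared with exact permutation tests, whose smallest p is 0.1 for 3 libraries against 3. The number of genes past the threshold was also computed for each of the 10 splits of the 6 libraries of a contrast, and for 40 splits drawn with a fixed seed for the difference between the lines. An outlier test over the 9 libraries of a line was tried and dropped, because the groups hold 3 libraries each.

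Genes were named by a rule set before the data were examined. They are every gene the paper names, *Cryaa* and *Cryab*, and in each contrast with WT the 5 largest rises and the 5 largest falls past the threshold among genes whose mutant libraries all lay on 1 side of the WT libraries and whose mean count was at least 10 in 1 of the groups. At most the 3 most changed genes past the threshold of each list were added. The text names part of these genes.

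The labels give each group replicates 1, 2 and 3 without saying what a number marks. After the group means were removed, the *Cryab* WT and homo libraries of the same number correlated with r = 0.28, 0.18 and 0.16, all above 0.1. For genes of that contrast, the value with the replicate number as a block is therefore given where it changes a call. For the gene lists of that contrast, only the number past the threshold with the block is given.

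The alternatives set before the data were examined were an FDR threshold of 0.01, the edgeR likelihood-ratio test with dispersions from estimateGLMRobustDisp or from estimateDisp, DESeq2 1.42.0, limma voom, RLE factors, upper-quartile factors, library size alone, crystallins left out of the scaling, filterByExpr, CPM over 1 in at least 3 libraries, a block for the replicate number, a fold change of 1.5 as the null hypothesis, the 9 libraries of a line, the 6 libraries of the groups compared, and each library left out in turn. For lists and library values they were camera with its preset correlation of 0.01 or an estimated one, a prior count of 0.5, thinning to the smallest library, at least 10 counts or CPM over 1 for detection, Spearman correlation, and shares of counts without crystallin genes. Added after the values were seen were a minimum of 2 counts in total, 7 rRNA-like genes left out of the scaling, and every alternative combined with filterByExpr.

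The model was tested on simulated data with 3 libraries per group, in which 200 genes had been changed. It recovered 173 of them (86.5%) with 7 false calls, and with filterByExpr 176 (88.0%) with 10 false calls. Each simulated gene took the variance of the common trend, which is what the model with all genes kept assumes. The few false calls therefore cannot show how that model does where real genes depart from the trend. The list test was also tested on simulated lists, 1 of genes that had been moved and 1 of genes that had not. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

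Transcript-level estimates, quantitative PCR and protein measurements were not analysed here, since the deposited tables hold values for genes alone. The pathway analysis was not repeated, since no pathway database was at hand.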

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

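The tests of other splits of the libraries and of retina for the pigment genes were set before their results were seen, and those of the scaling of the lists and of the share of fibre cells were chosen after. The lists were written before the data were examined. Some of their genes are named in Tables 1 to 3, S4 Table or S5 Table, which were picked from these libraries. A change of a list is therefore not independent of those tables. The genes that WT lenses express above 1 CPM are those above it in every WT library, by library size alone. With the TMM factors, fewer genes or the same number would pass at 2 days, and more or the same number at 14 days.

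The effect of the homo genotype differed between the lines in 798 genes, 494 of them with the higher effect in *Cryab*-R120G and 304 with the lower. With filterByExpr there were 406 genes, 244 higher and 162 lower. Of the 40 drawn splits of the libraries, 5 gave at least 798 genes, and with filterByExpr 4 gave at least 406, the real split included in both. The 5 splits that kept the *Cryaa* grouping gave 533 to 1069 genes (306 to 525 with filterByExpr), and 4 of them were as large as the real one. The 35 others gave 42 to 950 (0 to 391 with filterByExpr), and 1 of them was as large (0 with filterByExpr). The number therefore goes with the *Cryaa* grouping, and an effect in *Cryab* lenses is not needed for it. Without *Cryaa*-R49C homo replicate 1 the numbers were 1994 and 1800, and without *Cryaa* WT replicate 2 the number with filterByExpr was 244. Age, line and mutation change together here, so their parts were not tested.

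ATF4 and CHOP targets were higher in *Cryaa*-R49C homo lenses than in WT (median log2 fold change 1.82, and 1.51 with genes at the floor set to their bound, 29 of 34 genes higher, adjusted p = 6.71e-07), and all 3 homo libraries lay above all 3 WT libraries. The effect in *Cryab*-R120G was lower than in *Cryaa*-R49C in 32 of 34 genes (median difference -2.33, and -1.53 over the 31 genes with no group at the floor, adjusted p = 2.48e-06). With the 3 other scalings, the largest adjusted p in the *Cryaa* line was 4.64e-06, which argues against the TMM scaling as the whole cause. Leaving out single libraries gave 2.29e-07 to 9.29e-06. WT lenses express 25 of the 34 genes above 1 CPM at 2 days and 22 at 14 days. A response to the mutant protein may explain the rise, and the age of the lenses stays open for the difference between the lines.

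p53 targets were higher in *Cryaa*-R49C homo lenses (median 1.05, 21 of 25 genes higher, adjusted p = 7.91e-07), with all 3 homo libraries above WT. The effect in *Cryab*-R120G was lower in 18 of 25 genes (median difference -1.15, and -1.03 over the 23 genes with no group at the floor, adjusted p = 4.85e-06). The other scalings gave at most 3.28e-05, which argues against the TMM scaling as the whole cause. WT lenses express 18 of the 25 genes above 1 CPM at 2 days and 11 at 14 days.

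All 20 aminoacyl-tRNA synthetases were higher in *Cryaa*-R49C homo lenses (median 0.88, adjusted p = 0.00223), with all 3 homo libraries above WT, and all 20 had the lower effect in *Cryab*-R120G (median difference -0.74, adjusted p = 0.0124). Of these genes, 3 are also on other lists. The largest adjusted p over the other scalings was 0.00458 in the *Cryaa* line, which argues against the scaling as the whole cause there. Between the lines, library size alone gave 0.0998. Camera with an estimated correlation gave 0.168 in the *Cryaa* line and 0.0677 between the lines, and the 9 libraries of the line gave 0.0740. WT lenses express all 20 above 1 CPM at 2 days and 19 at 14 days.

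The effect on ER chaperones was lower in *Cryab*-R120G than in *Cryaa*-R49C in 17 of 24 genes (median difference -0.49, adjusted p = 0.0453), and the effect on spliceosome genes in 32 of 39 (median difference -0.40, adjusted p = 0.0383). In *Cryaa*-R49C homo lenses against WT, ER chaperones gave 0.0511 (median 0.39, 18 of 24 higher), from 0.00982 without homo replicate 3 to 0.143 without WT replicate 3. Spliceosome genes gave 0.0230 (median 0.33, 32 of 39 higher), and passed only without homo replicate 3 (0.00277) among the fits without single libraries, the others giving 0.0549 to 0.0968. All 3 homo libraries lay above WT for both lists. WT lenses express 22 and 37 of these genes above 1 CPM at 2 days. No explanation was tested for these lists on their own.

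The 15 other lens fibre genes with counts were all lower in *Cryaa*-R49C homo lenses (median -1.26, adjusted p = 0.00738), with all 3 homo libraries below WT, and 12 of 15 had the higher effect in *Cryab*-R120G (median difference 0.67, adjusted p = 0.0457). WT lenses express 14 of them above 1 CPM at both ages. A smaller share of fibre cells would raise the genes of every other cell type alike. Macrophage and microglia genes rose by 1.00 in mean log2 CPM and lens epithelium genes fell by 0.37, so that the 2 lists moved apart by 1.37 (SD within the groups 0.60), with all 3 homo libraries apart from WT. Over the genes with a mean above 1 CPM in WT, 9 of 17 and all 8, the difference was 1.54 (SD 0.70). This argues against a smaller share of fibre cells as the whole cause, and more macrophages and lower fibre genes within the cells stay open. Camera with an estimated correlation gave 0.232 and the 9 libraries of the line gave 0.140, and leaving out single libraries gave 0.00140 to 0.0361.

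Pigment epithelium and melanocyte genes had the higher effect in *Cryab*-R120G in 16 of 17 genes (median difference 1.82, and 1.58 over the 12 genes with no group at the floor, adjusted p = 0.0216). Against WT, the list gave 0.0596 in *Cryab*-R120G het (median 1.84, and 1.55 with genes at the floor at their bound, 14 of 17 higher) and 0.0695 in homo (median 1.71, and 1.43 with bounds, 14 of 17 higher), with all 3 libraries above WT in both. Among the fits without single libraries, het gave 0.0158 (without het replicate 3) to 0.186 (without WT replicate 2). Homo gave 0.0368 (without homo replicate 3) to 0.217 (without WT replicate 2), so both calls depend on the libraries kept. WT lenses express 3 of the 17 genes above 1 CPM at 14 days. The most abundant of them, Ttr, had 2.73 to 3.43 CPM in the *Cryab* WT libraries, 9.56 to 25.1 in het and 7.82 to 14.8 in homo. With the photoreceptor level of each library as a covariate, the unadjusted fry p was 0.00811 in het and 0.0597 in homo. Tissue from outside the lens carried over in differing amounts cannot be told apart from a change in lens cells, since the photoreceptor level follows retina and not pigmented tissue.

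RNAs without poly-A tails other than histones were higher in *Cryaa*-R49C homo lenses (median 1.66, with bounds 1.66, 10 of 13 genes higher, adjusted p = 0.0481), with all 3 homo libraries above WT. The effect was lower in *Cryab*-R120G in 10 of 13 genes (median difference -2.18, and -3.24 over the 6 genes with no group at the floor, adjusted p = 0.0124). WT lenses express 6 of them above 1 CPM at 2 days. The result in the *Cryaa* line passes only without homo replicate 1 (0.000664) among the fits without single libraries, and without WT replicate 1 it was 0.159. Camera with an estimated correlation gave 0.399, RLE factors 0.0547, the scaling without crystallins 0.0554 and the 9 libraries of the line 0.194, while library size alone gave 0.00802. How much RNA without tails each library kept was not measured apart from these genes, so no biological explanation was tested.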

How the results depend on the processing

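Alternatives were set before the data were examined, except the minimum of 2 counts in total, the rRNA-like genes left out of the scaling and every alternative combined with filterByExpr, which were chosen after the values were seen. The numbers of changed genes kept within 1.5 times their value with RLE factors, upper-quartile factors, crystallins left out of the scaling and rRNA-like genes left out of the scaling, in all 7 contrasts. With library size alone, the number in *Cryaa*-R49C het fell from 17 to 11, and the other 6 stayed within 1.5 times. Except where a cause is given, the cause of a change was not tested.

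The threshold and the null hypothesis set stricter limits by construction. At an FDR of 0.01 there were 9 genes in *Cryaa*-R49C het, 927 in *Cryaa*-R49C homo, 198 in *Cryab*-R120G homo, 823 in *Cryaa*-R49C homo against het and 510 for the difference between the lines. With a null fold change of 1.5 there were 4 in *Cryaa*-R49C het, 528 in homo, 85 in *Cryab*-R120G het, 160 in homo, 443 and 2 in homo against het of the *Cryaa* and *Cryab* lines, and 496 for the difference between the lines.

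Filters changed the numbers in the *Cryab* line most. With filterByExpr there was 1 gene in *Cryaa*-R49C het, 1 in *Cryab*-R120G het, 7 in *Cryab*-R120G homo, 0 in *Cryab*-R120G homo against het (274 at an unadjusted p under 0.05) and 406 for the difference between the lines. With CPM over 1 in at least 3 libraries these were 1, 1, 9, 0 and 400, and with at least 2 counts in total 1, 2, 9, 0 and 366. In *Cryaa*-R49C homo these filters left the number within 1.5 times of 1498. The prior degrees of freedom, infinite with all genes kept, were 45.6 with at least 2 counts and 10.3 with filterByExpr, and whether the prior alone lowers the numbers was not tested.

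The test changed the numbers too. The likelihood-ratio test with dispersions from estimateGLMRobustDisp gave 9 and 2678 in *Cryaa*-R49C het and homo, 25 and 178 in *Cryab*-R120G het and homo, 2844 and 2 in homo against het of the *Cryaa* and *Cryab* lines, and 1249 between the lines. Combined with filterByExpr it gave 15, 2887, 46, 257, 3052, 2 and 1454 in the same order. The likelihood-ratio test with estimateDisp gave 1 in *Cryaa*-R49C het, 8 and 28 in *Cryab*-R120G het and homo, 0 in *Cryab*-R120G homo against het and 432 between the lines. DESeq2 gave 1, 12, 19 and 0 in these 4 contrasts within a line, and limma voom 1, 0, 8 and 0, with 333 between the lines. Library size alone with filterByExpr gave 2138 in *Cryaa*-R49C homo (1884 higher, 254 lower) and 255 between the lines.

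With fewer libraries in the model, the 9 libraries of the line gave 32 in *Cryab*-R120G het, 117 in homo and 3 in homo against het, and the 6 libraries of the groups compared gave 260 in *Cryaa*-R49C het, 30 and 85 in *Cryab*-R120G het and homo, and 5 in *Cryab*-R120G homo against het.

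Leaving out each library in turn gave 7 (without WT replicate 1) to 72 (without WT replicate 3) genes in *Cryaa*-R49C het and 0 to 2 with filterByExpr, 982 (without WT replicate 1) to 3128 (without homo replicate 1) in *Cryaa*-R49C homo and 731 to 3092 with filterByExpr, 90 (without het replicate 1) to 281 (without WT replicate 1) in *Cryab*-R120G het and 0 to 3 with filterByExpr, and 129 (without homo replicate 1) to 506 (without WT replicate 1) in *Cryab*-R120G homo and 1 (without WT replicate 2) to 13 (without WT replicate 1) with filterByExpr. For homo against het the ranges were 635 (without homo replicate 2) to 4120 (without homo replicate 1) in the *Cryaa* line, with filterByExpr 453 to 4132, and 2 (without homo replicate 1) to 73 (without het replicate 1) in the *Cryab* line. Between the lines they were 553 (without *Cryab*-R120G homo replicate 1) to 1994 (without *Cryaa*-R49C homo replicate 1), and 244 (without *Cryaa* WT replicate 2) to 1800 with filterByExpr.

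The Fig 3 histone genes as a set passed with camera's preset correlation in *Cryaa*-R49C homo (adjusted p = 0.0394, main value 0.447), *Cryab*-R120G het (0.0206, main value 0.599) and *Cryab*-R120G homo (0.00148, main value 0.441). With an estimated correlation, camera passed in none of these 3 contrasts. Between the lines, camera with an estimated correlation gave 0.343 (main value 4.00e-04, and 3.28e-05 to 0.00132 without single libraries). In *Cryab*-R120G het the direction reversed without *Cryab* WT replicate 1 (0.991), and the range without single libraries was 0.462 to 0.991. In *Cryaa*-R49C homo it was 0.0852 to 0.859.

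The number of the 21 lists past the threshold was 0 in *Cryaa*-R49C het, 7 in *Cryaa*-R49C homo and 0 in *Cryab*-R120G het and homo. Camera with its preset correlation gave 10, 12, 11 and 10. In *Cryaa*-R49C homo, camera with an estimated correlation gave 2 and the 9 libraries of the line 2, and leaving out single libraries gave 4 (without WT replicate 1) to 8 (without homo replicate 1). With crystallins left out of the scaling, 1 list passed in *Cryaa*-R49C het. Without single libraries, 0 to 1 lists passed in *Cryab*-R120G het and homo. ATF4 and p53 targets passed in *Cryaa*-R49C homo under each alternative test, scaling, filter and choice of libraries set for the lists.

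Library pairs of the same number had a median correlation of 0.14 after the group means were removed (11 of 18 above 0.1), and other pairs -0.08 (6 of 36). Only between *Cryab* WT and homo were all 3 pairs above 0.1, so the replicate numbers may pair those libraries, and for the other contrasts the block is given here alone. With the block there were 27 genes in *Cryaa*-R49C het (1 with filterByExpr), with filterByExpr 3 in *Cryab*-R120G het and 18 in homo, 1 list past the threshold in *Cryab*-R120G het and 1 in homo, and an adjusted p of 0.0896 for the histone genes between the lines. In *Cryab*-R120G homo the block also called Hba-a2, Hba-a1 and Hbb-bs, and changed no other call among the named genes. The list that passed there is not named, so 1 of the *Cryab*-R120G homo lists given as not past the threshold passes with the block.

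Genes detected per library, 19480 in the *Cryaa* line and 16830 in the *Cryab* line with at least 1 count, were 13020 and 10660 with at least 10 counts, 11630 and 8329 with CPM over 1, and 18890 and 15790 after thinning to 14272174 counts, so depth accounts for part of the number and not for the order of the lines. The median correlation between replicate libraries, 0.975, was 0.933 with Spearman's method and 0.962 with filterByExpr. Without crystallin counts, the shares became 2.78% for mitochondrial genes (1.22% before), 47.6% for lincRNA genes (20.1%), 47.2% for protein-coding genes (77.6%) and 43.5% for Gm42418 (18.5%). The correlation of the het and homo changes was 0.33 with filterByExpr against 0.47 in the *Cryaa* line, and 0.74 against 0.60 in the *Cryab* line. Groups simulated without an effect against shared WT libraries gave a median of 0.50, and 0.51 with filterByExpr. The simulation held no changed genes and used plain ratios of counts, so it is not a test of these values.

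Of the named genes called, 1 of 8 in *Cryaa*-R49C het (Clic5), 22 of 28 in *Cryaa*-R49C homo, 0 of 22 in *Cryab*-R120G het and 2 of 9 in *Cryab*-R120G homo (Eno1b, Bco2) were called under every alternative that changed 1 choice. Glrp1, Itgad and Adm2 were called in *Cryaa*-R49C homo under every such alternative that gave them a value, without DESeq2 and, for Glrp1 and Adm2, without CPM over 1 in at least 3 libraries. Combined with filterByExpr, no gene was called in 5 of the 6 fits of *Cryaa*-R49C het without a library, and in *Cryab*-R120G homo without WT replicate 2 Bco2 was not. Without *Cryab* WT replicate 1, the fitted log2 fold change of Fosb was 0.00 in het, with no counts in either group, and changed direction to 3.66 in homo, where each library holds at most 3 counts of it. When single libraries were left out for Fosb, Cryab-R120G het against WT gave -13.07 to 0.00 and Cryab-R120G homo against WT gave -12.46 to 3.66. Among single genes, lists and levels, 362 values, Fosb in het included, lost the threshold, 49 gained it and 11 moved by more than the replicate SD.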

Differences from the paper's values

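The fold changes of 46 gene and contrast pairs and the 4 numbers of changed genes that the paper states were compared with the values here. Of these, 6 folds and 4 numbers were counted as differing. The folds of *Hbb-bs*, *Hbb-bt*, *Hba-a1* and *Hba-a2* in *Cryab*-R120G het lenses were also lower here than in the paper. They are not among the 6, so the count is not a full list of the gaps. All alternatives in this part were set before the data were examined.

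In *Cryab*-R120G het lenses against WT, *Alas2* rose 5.09-fold against the paper's 11.4, and the edgeR likelihood-ratio test with dispersions from estimateGLMRobustDisp (11.3-fold) and limma voom (8.51-fold) came within the paper's value. *Tfap2b* rose 3.00-fold against the paper's 24.5, and that likelihood-ratio test gave 24.9-fold. *Reln* rose 2.55-fold against the paper's 6.76, with 6.94-fold in that test and 4.72-fold in limma voom. *Slc1a3* rose 2.18-fold against the paper's 7.18, with 7.38-fold in that test. *Six6* rose 3.76-fold against the paper's 5.67, with 5.75-fold in that test, 4.85-fold in limma voom, 4.25-fold with library size alone, 3.84-fold with the replicate block and 4.67-fold without *Cryab*-R120G het replicate 3. In *Cryab*-R120G homo lenses, *Vax2os* (printed as Vax203 in the paper) rose 6.15-fold against the paper's 48, with 48.6-fold in that test. No other alternative brought any of these 6 folds within the paper's value.

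The number of changed genes in *Cryaa*-R49C het lenses was 17 against the paper's 5, with 4 under a null fold change of 1.5 and 7 without *Cryaa* WT replicate 1. In *Cryaa*-R49C homo lenses it was 1498 against the paper's 2450, with 2678 in the likelihood-ratio test with estimateGLMRobustDisp, 1757 in DESeq2, 1963 with library size alone, 1681 with the replicate block and 3128 without *Cryaa*-R49C homo replicate 1. In *Cryab*-R120G het lenses it was 140 against the paper's 26, with 25 in that likelihood-ratio test, 32 in the 9 libraries of the line and 30 in the 6 libraries of the groups compared. In *Cryab*-R120G homo lenses it was 302 against the paper's 103, with 117 in the 9 libraries of the line, 85 in the 6 libraries of the groups compared and 129 without *Cryab*-R120G homo replicate 1. The other alternatives left each of these numbers more than 1.5 times above or below the paper's.

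The splices of the STAR summary came to a median of 7.16 per 100 input reads over the 18 libraries (2.32 to 10.8), against the paper's 0.1% of spliced reads. A read with several splices is counted several times here, so this is not the percent of spliced reads. Written as a fraction, the same values are a median of 0.0716, from 0.0232 to 0.108. No alternative was set for this value.

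Some of the paper's statements differ from the values here in a gene or a direction. The paper's text counts 26 changed genes in *Cryab*-R120G het lenses, while its Table 3 lists 25 genes, of which 19 have an FDR of at most 0.05. The paper's sentence on Fig 4 describes the hemoglobin genes, *Alas2*, *Slc6a13* and *Tfap2b* as lower in *Cryab* mutant lenses, while its Table 3 lists them as higher in het, as the values here do. The paper describes a WT sample with no apparent change in hemoglobin, while *Cryab* WT replicate 1 had 94.3 CPM of Hbb-bs against 10.7 and 15.3 in the other WT libraries. Among the 64 histone genes of Fig 3, 0 were past the threshold in *Cryaa*-R49C het lenses and 2 had an unadjusted p under 0.05. Of the genes of Table 3, 3 were not past the threshold here in *Cryab*-R120G het lenses. Table 3 itself lists these 3 with an FDR above the threshold, so their calls do not differ from the paper. The likelihood-ratio test with estimateGLMRobustDisp called *Nrg4* (FDR 0.0484, here 0.337) and *Slc1a3* (FDR 0.0386, here 0.261), the replicate block (FDR 0.0406) and the fits without *Cryab* WT replicate 1 (FDR 3.00e-08) or het replicate 3 (FDR 0.0221) also called *Slc1a3*, and the fit without *Cryab* WT replicate 1 called *Mansc1* (FDR 0.0328, here 0.147). In *Cryaa*-R49C homo lenses, Hist3h2a (FDR 0.0869) and Hist3h2ba (FDR 0.0665) were not past the threshold, and were called by that likelihood-ratio test, DESeq2, limma voom, filterByExpr and CPM over 1 in at least 3 libraries. Hist3h2a was also called with library size alone and without homo replicate 1, and Hist3h2ba with RLE factors, with crystallins left out of the scaling and without WT replicate 3. In *Cryab*-R120G homo lenses, Hbb-bs (FDR 0.0797), Hba-a1 (FDR 0.186) and Hba-a2 (FDR 0.0935) were not past the threshold, and each was called with library size alone, with the replicate block, without *Cryab* WT replicate 1 and without homo replicate 1. Hbb-bs was also called by that likelihood-ratio test (FDR 0.0495) and with crystallins left out of the scaling.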

Other observations

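The tests of other splits of the libraries, of scaling between the lines and of sex were set before their results were seen, and the other tests in this part were chosen after.

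Splits of the 6 libraries of each contrast into 3 and 3 were counted, the real one included. With 10 splits the share is never under 0.1, so they cannot exclude a random grouping. At least as many genes as in the real split were found in 3 of the 10 splits for *Cryaa*-R49C het against WT (17 genes, other splits up to 208, with filterByExpr 1 of 10), in 1 of 10 for *Cryaa*-R49C homo against WT (1498, others up to 818, with filterByExpr also 1, where the other splits gave 0), in 5 of 10 for *Cryab*-R120G het against WT (140, others up to 574, with filterByExpr 2), and in 4 of 10 for *Cryab*-R120G homo against WT (302, others up to 617, with filterByExpr 2). For homo against het they were 2 of 10 in the *Cryaa* line (1419, others up to 1429, with filterByExpr 1) and 5 of 10 in the *Cryab* line (15, others up to 209, with filterByExpr all 10, with 0 genes in each, and 274 genes at an unadjusted p under 0.05 in the real one).

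More genes were called in *Cryab*-R120G homo lenses with all genes kept (302) than with filterByExpr (7). With the genes of 1 count in total left out, 9 were called, and the prior degrees of freedom fell from infinite to 45.6. Genes counted once may therefore account for most of the difference.

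The share of counts on long non-coding RNA genes rested on Gm42418, which lies on chromosome 17 and overlaps an annotated rRNA gene. In the 9 *Cryaa* libraries its share rose with the percent of multimapped reads (Pearson r = 0.95, permutation p = 2.30e-04), which may point to ribosomal RNA reads counted on this gene. In the 9 *Cryab* libraries no such relation was found (r = -0.17, permutation p = 0.655). The counts of 2 of these libraries exceed their uniquely mapped reads, so the mapping values may belong to other *Cryab* libraries, and ribosomal RNA reads cannot be told apart there from transcripts of the gene.

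The mean level of the Fig 3 histone genes varied among the 6 *Cryaa* WT and het libraries. Its Pearson correlation was positive with the inner retina list (r = 0.89, exact permutation p = 0.0167, adjusted over 3 relations 0.0501) and with the cell cycle list (r = 0.75, exact permutation p = 0.0958, adjusted 0.144). Neither relation passed 0.05 after adjustment. Spearman's rho was 0.77 and 0.71 (exact permutation p = 0.103 and 0.136). The histone level did not follow the other RNAs without poly-A tails (r = -0.09, exact permutation p = 0.858). With 6 libraries, retina carried over in differing amounts, more dividing cells and kept RNAs without tails cannot be told apart.

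Of the histone genes of Table 2, Hist3h2ba and Hist1h2ae were lower in *Cryaa*-R49C homo lenses and the others higher. The rise of these others was set against the cell cycle list. The median log2 fold change of that list was -0.29 (20 of 25 genes lower, adjusted p = 0.438). More dividing cells would raise that list, and no rise was seen. Its mean log2 CPM was 2.29, 2.10 and 2.20 in the homo libraries and 2.29, 2.27 and 2.74 in the WT libraries. These overlap, so the list cannot exclude a small rise in dividing cells. The other RNAs without poly-A tails were also higher in homo lenses (median 1.66, fry, adjusted p = 0.0481), a result that depended on the libraries kept. More RNA without tails kept in the homo libraries was not tested for the histone rise and stays open. Between the lines, the Fig 3 histone genes were lower in *Cryab* mice (median -1.64). With library size alone the median was -2.66, where the median of all genes was -1.56, so the TMM scaling does not make the difference. The cell cycle list was also lower (-2.01), as fewer dividing cells in the older lenses would give, and the age and the line stay open.

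Photoreceptor genes differed between *Cryab* libraries, by 4.94 on the log2 scale within the 3 WT libraries, against differences from WT of 1.21 in het and 2.15 in homo. Erythrocyte genes differed by 1.52 within WT, against 1.08 and 0.57. The spread within WT rests mainly on *Cryab* WT replicate 1. Photoreceptor genes had 4.52 there, and -0.42 and 1.08 in the other WT libraries. Erythrocyte genes had 0.49 there, and -1.03 and -0.69 in the others. All het and homo libraries lay above these other WT libraries, at 1.57 or more for photoreceptor genes and -0.52 or more for erythrocyte genes. The *Cryab* genotype alone does not give the level of WT replicate 1, and the part of the genotype in the other differences stays open. Retina or blood taken with the lens may contribute, in amounts that these libraries do not give.

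A set of 10 immediate early genes, chosen after the values were seen, had a mean log2 CPM of 7.01 in *Cryab* WT replicate 1. *Cryab*-R120G homo replicate 1, with more photoreceptor RNA (5.00 against 4.52), had -0.61, and no other *Cryab* library was above 0.39, which argues against retina as the source. Handling before lysis, or a state of these animals, may explain it and was not tested.

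The Xist counts were 17 and 4 in *Cryaa*-R49C homo replicates 1 and 2, against 1494 in replicate 3, so the sex of the pooled animals differs between libraries. Of the genes called in *Cryaa*-R49C homo against WT, 3.34% lie on the X and Y chromosomes, against 4.75% of the genes tested (Fisher exact p = 0.00706). With filterByExpr the shares were 3.15% and 3.51% (Fisher exact p = 0.486), so the lower share depends on the genes kept. Genes of these chromosomes therefore do not drive the number of calls, and effects of sex on other chromosomes were not tested.

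The lists not discussed above gave these values in *Cryaa*-R49C homo against WT: crystallins median -0.66 (14 of 16 lower, adjusted p = 0.128), lens epithelium -0.07 (0.374), heat shock targets -0.04 (0.237), photoreceptor 0.03 (0.970), inner retina -0.60 (0.705), pigment epithelium -0.64 (0.300), erythrocyte 0.18 and with bounds 0.50 (0.742), macrophage and microglia 1.10 (16 of 17 higher, 0.0740), vessel and mesenchyme 0.82 (0.396), selenocompound metabolism 0.34 (12 of 16 higher, 0.0230), sterol synthesis 0.825, pyrimidine metabolism 0.09 (0.742), and Fig 3 histones 0.52 and with bounds 0.13 (0.447). In *Cryab*-R120G het and homo, inner retina gave 0.80 (0.447) and 1.85 (24 of 24 higher, 0.155), photoreceptor 0.20 (0.705) and 1.10 (27 of 27 higher, 0.396), erythrocyte 1.28 (0.190) and 0.84 (0.447), macrophage and microglia 1.10 (0.452) and 0.94 (0.438), and vessel and mesenchyme 0.87 (0.300) and 0.83 (0.396). With genes at the floor at their bound, the macrophage and microglia medians were 0.32 and 0.22, and the vessel and mesenchyme medians 0.50 and 0.41. The erythrocyte medians were then 2.07 and 0.84, and the inner retina medians 0.72 and 1.54. WT lenses express 6 of the 17 macrophage and microglia genes above 1 CPM at 2 days and 0 at 14 days.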
